# The landscape of transcriptional and translational changes over 22 years of bacterial adaptation

**DOI:** 10.7554/eLife.81979

**Published:** 2022-10-10

**Authors:** John S Favate, Shun Liang, Alexander L Cope, Srujana S Yadavalli, Premal Shah

**Keywords:** adaptation, ribosome profiling, experimental evolution, *E. coli*

## Abstract

Organisms can adapt to an environment by taking multiple mutational paths. This redundancy at the genetic level, where many mutations have similar phenotypic and fitness effects, can make untangling the molecular mechanisms of complex adaptations difficult. Here, we use the *Escherichia coli* long-term evolution experiment (LTEE) as a model to address this challenge. To understand how different genomic changes could lead to parallel fitness gains, we characterize the landscape of transcriptional and translational changes across 12 replicate populations evolving in parallel for 50,000 generations. By quantifying absolute changes in mRNA abundances, we show that not only do all evolved lines have more mRNAs but that this increase in mRNA abundance scales with cell size. We also find that despite few shared mutations at the genetic level, clones from replicate populations in the LTEE are remarkably similar in their gene expression patterns at both the transcriptional and translational levels. Furthermore, we show that the majority of the expression changes are due to changes at the transcriptional level with very few translational changes. Finally, we show how mutations in transcriptional regulators lead to consistent and parallel changes in the expression levels of downstream genes. These results deepen our understanding of the molecular mechanisms underlying complex adaptations and provide insights into the repeatability of evolution.

## eLife digest

The reason we look like our parents is because we inherit their genes. Genes carry the instructions for our cells to make messenger RNAs (mRNAs), which our cells then translate into proteins. Proteins, in turn, determine many of our features. This is true for all living organisms. Any changes – or mutations – in an organism’s genes can lead to variations in its proteins, which can alter the organism’s traits. This is the basis for evolution: mutations can lead to changes that allow an organism to better adapt to a new environment. This increases the organism’s chances of survival and reproduction – its evolutionary ‘fitness’ – and makes it more likely that the mutation that generated the new trait in the first place will be passed on to the organism’s descendants.

However, just because two organisms have evolved similar traits to adapt to similar environments, it does not mean that the genetic basis for the adaptation is the same. For example, many animals share similar coloring to warn off predators, but the way that coloring is coded genetically is completely different. In species that are related (which share many of the same genes), this type of evolution is called ‘parallel evolution’, and it can make it difficult for scientists to understand how an organism evolved and pinpoint exactly what mutations are linked to which features.

In 1988, scientists established the ‘long-term evolution experiment’ to tackle questions about how evolution works. The experiment, which has been running for over 30 years, consisted on tracking the evolution of 12 populations of *Escherichia coli* bacteria grown in separate flasks containing the same low-nutrient medium. The initial 12 populations were genetically identical, making this an ideal system to study parallel evolution, since all the populations had to evolve to adapt to the same environment, whilst isolated from each other. In previous experiments, scientists had already noted that while the different bacterial populations grew in similar ways, they had mostly different mutations.

To better understand parallel evolution, Favate et al. analyzed the synthesis rates of RNA and proteins in the *E. coli* populations used in the long-term evolution experiment. They found that 22 years after the start of the experiment, all 12 populations produced more RNA, grew faster and were bigger. Additionally, while the different populations had accumulated few shared mutations after 22 years, they all shared similar patterns of RNA levels and protein synthesis rates. Further probing revealed that parallel evolution may be linked to how genes are regulated: mutations in regulators of related groups of genes involved in the same processes inside the cell can amplify the degree of parallel changes in organisms. This means that mutations in these genes may lead to similar traits.

These findings provide insight into how parallel evolution arises in the long-term evolution experiment, and provides clues as to how the same traits can evolve several times.

## Introduction

A key challenge in biology is understanding the relationships between genotype, phenotype, and evolutionary fitness. Comparative genomic approaches and large-scale mutation experiments have allowed us to map genetic changes to phenotypic changes underlying adaptation. For example, mutations that increase the affinity of hemoglobin for oxygen are adaptive in high-altitude dwelling deer mice (Natarajan et al., 2013), and mutations to the influenza haemagglutinin and neuraminidase proteins increase viral fitness (Gong et al., 2013; Lee et al., 2018). Adaptive phenotypes can also result from changes in multiple genes, such as in yeast evolving under nutrient limitation (Gresham et al., 2008; Lauer et al., 2018; Venkataram et al., 2016), bacterial adaptation during infection (Lieberman et al., 2011) or to high temperature (Tenaillon et al., 2012), and in the evolution of smaller body sizes in Atlantic silversides under a size-selective fishing regime (Therkildsen et al., 2019). In many cases, similar adaptive phenotypes arise from different mutations to the same gene or regulatory region or from combinations of mutations to different genes and regulatory regions. This redundancy, where many genotypes produce similar phenotypes, makes it difficult to understand the molecular mechanisms behind adaptive phenotypes and is exacerbated by potential epistatic interactions among mutations. On the other hand, adaptive changes to expression have been shown to occur during the domestication of eggplants and tomatoes (Koenig et al., 2013; Page et al., 2019), and in hybridization events between two weeds (Kryvokhyzha et al., 2019). Although not direct observations of adaptive changes to gene expression, recent comparative analyses of across-species gene expression suggest that the expression levels of numerous genes are evolving under directional selection in vertebrates, fish, and butterflies (Brawand et al., 2011; Catalán et al., 2019; Fukushima and Pollock, 2020; Gillard et al., 2021).

Here, we use the long-term evolution experiment (LTEE) (Lenski et al., 1991) as a model to characterize the molecular changes underlying adaptation to a novel environment. In the LTEE, 12 replicate populations of *Escherichia coli* have been adapting in parallel to a carbon-limited medium since 1988, growing over 75,000 generations thus far. As is common in lab-based evolution experiments, the replicate populations display similar phenotypic changes (Blount et al., 2018). Examples include increases in fitness (Wiser et al., 2013) and cell size (Grant et al., 2021; Philippe et al., 2009). In contrast, a significant amount of diversity exists at the genomic level across the replicates (Tenaillon et al., 2016), with some lines having orders of magnitude more mutations than others due to the development of mutator phenotypes (Good et al., 2017). While few mutations are shared at the nucleotide level, some genes are commonly mutated across evolved lines (Maddamsetti et al., 2017; Woods et al., 2006). Still, how most of the mutations affect fitness in the system is unknown.

Researchers have hypothesized that similar gene expression patterns might contribute to the parallel increases in fitness in the LTEE (Fox and Lenski, 2015). An earlier microarray-based study of transcriptional changes in LTEE showed parallel changes in mRNA abundances in clones from two evolved lines (Ara-1 and Ara+1) at 20,000 generations (Cooper et al., 2003). However, it remained unclear which mutations were responsible for these parallel changes and whether the remaining 10 lines also had similar expression profiles.

Moreover, protein-coding mRNAs must be translated to perform their function. The majority of cellular biomass and energy expenditure is devoted to translation (Bernier et al., 2018), and the role of hierarchical regulation of gene expression in evolutionary processes has been a subject of debate in recent years (Albert et al., 2014; Artieri and Fraser, 2014; McManus et al., 2014). However, we know little of changes in gene expression at the translational level in the LTEE.

Here, we use both RNA-seq and Ribo-seq (Ingolia et al., 2009) to profile the landscape of transcriptional and translational changes after 22 years (50,000 generations) of evolution in the LTEE to answer five fundamental questions: (i) do evolved lines show similar transcriptomic and translatomic changes after 50,000 generations despite acquiring mostly unique sets of mutations? (ii) how do changes in cell size affect changes in absolute expression levels? (iii) do changes in gene expression at the translational level buffer, augment, or match changes at the transcriptional level?, (iv) what classes of genes or pathways are altered in the evolved lines, and finally, (v) can we identify mutations responsible for parallel changes in gene expression across replicate populations?

## Results

We generated RNA-seq and Ribo-seq datasets for single clones grown in the exponential phase from each of the 12 evolved lines with sequenced genomes in Tenaillon et al., 2016 (see Materials and methods section M1 for specific clone IDs) (Figure 1A). 

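The LTEE propagates populations of E. coli in a minimal medium limited by glucose, and the clones sequenced here came from generation 50000 of the evolved lines. RNA-seq libraries of 11 evolved lines and of the 2 ancestors, REL606 (the founder of the Ara- lines) and REL607 (the founder of the Ara+ lines), were analysed, with 2 biological replicates of each. For this experiment the cultures were grown in medium with 4 g/L glucose. The authors trimmed the reads with cutadapt, removed PCR duplicates by the random bases in the linkers, separated the pooled samples by their barcodes and estimated counts, rounded to whole numbers, with kallisto against the transcripts of each clone's own genome. Genes that were deleted from a clone or carried indels could be missing from its transcripts, and the authors added these back with a count of 0. Each deposited table lists estimated counts and TPM for 4216 genes, 84 tRNAs and 92 ERCC spike-in RNAs. Counts on genes ranged from 640428 to 4262833 per library in the evolved lines (median 1651278, 22 libraries) and from 1549697 to 2160499 in the ancestors (median 1976564, 4 libraries). For the comparisons, tRNAs and spike-ins were left out, and genes with a count of 0 in both RNA-seq and both Ribo-seq libraries of a line were treated as missing from that line. Each evolved line (2 libraries) was compared with both ancestors together (4 libraries) by edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment, and genes with an adjusted p of at most 0.01 were called. Genes missing by this definition numbered from 129 in Ara-1 to 410 in Ara-3, against 37 in REL606 and 30 in REL607.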

We aligned each clone’s data to its unique genome and considered expression changes of 4131 transcripts from the ancestor. Due to concerns of contamination in our Ara+6 samples, we removed them from further analysis. We averaged between 151 and 1693 deduplicated reads per transcript across the 52 libraries (Figure 1—figure supplement 1A, Supplementary file 1), the distributions of read counts per transcript were similar across lines, replicates, and sequencing methods (Figure 1—figure supplement 1B), and correlations between biological replicates were high (Pearson correlation coefficient *R*>0.93, Figure 1—figure supplement 1C). 

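The mean count per transcript, over the 4216 genes of a library without tRNAs and spike-ins, lay between 151.904 and 1693.88 across the 52 libraries. Pearson's R of log10(count + 1) between the 2 replicates of a line was lowest in Ara-1, at 0.948 for RNA-seq, and highest in Ara-2 RNA-seq, at 0.987. This R is across genes, which are not independent replicates. With only genes of at least 10 counts on average, the lowest R was 0.912 for RNA-seq and 0.904 for Ribo-seq. The replicates are separate cultures by the labels and were treated as separate samples. The chi-square per degree of freedom between their counts lay between 6.07 and 125.24, which shows only that no library was listed under both numbers.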

We also verified the presence of three-nucleotide periodicity in our Ribo-seq datasets (Figure 1—figure supplement 1D). Previous studies have shown the existence of distinct ecotypes in the Ara-2 population (Plucain et al., 2014; Rozen et al., 2009). Based on an analysis of mutations, our Ara-2 clone comes from the L ecotype (see Appendix A1). Our Ara-3 clone can utilize citrate as a carbon source (Cit+). Finally, we note that both ancestral and evolved lines were grown in standard LTEE media supplemented with additional glucose to obtain enough starting material for paired RNA-seq and Ribo-seq samples. We discuss the potential impacts of this difference in the supplement (Appendix A2).

**Figure 1.**
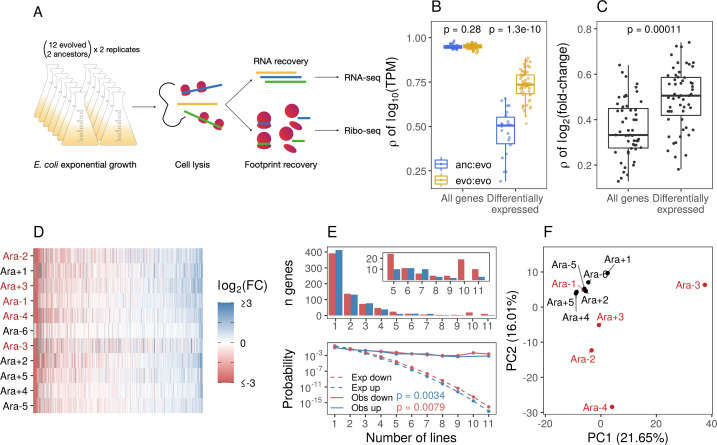
Parallel changes in mRNA abundances. (**A**) Schematic diagram of the experimental setup. (**B**) Pairwise Pearson correlations based on $l\,o\,g_{10}\,\left(T\,P\,M\right)$ (where transcripts per million [TPM] is the mean from replicates) separated by comparisons between evolved lines or from ancestors to evolved lines. p-Values indicate the results of a Kolmogorov-Smirnov (KS) test. For differentially expressed genes (DESeq2 q ≤ 0.01), evolved line were compared using the union of the significant genes from each line. When comparisons were between an evolved line and an ancestor, the significant genes from that evolved line were used. (**C**) Pairwise Spearman’s correlations based on fold-changes from all genes, and the union of the significant genes between two evolved lines (differentially expressed). (**D**) Fold-changes of differentially expressed genes that were significantly altered in at least one line. Genes are ordered left to right in increasing mean fold-change across all evolved lines. Genes containing deletions are not assigned a fold-change and are represented as gray spaces. Lines with a mutator phenotype are in red. (**E**) The upper panel shows the number of genes (y-axis) that were both statistically significant and had a fold-change in the same direction in a particular number of lines (x-axis). The bottom panel shows the expected (dashed) and observed (solid) probability of observing a particular result. p-Values are the result of a KS test between the observed and expected distributions. (**F**) Principal component analysis (PCA) based on all fold-changes. In this case, genes with some form of deletion (complete or indel) are assigned a fold-change of –10 to indicate severe downregulation because they are either completely absent from the genome or not expected to produce functional proteins.

**Figure 1—figure supplement 1.**
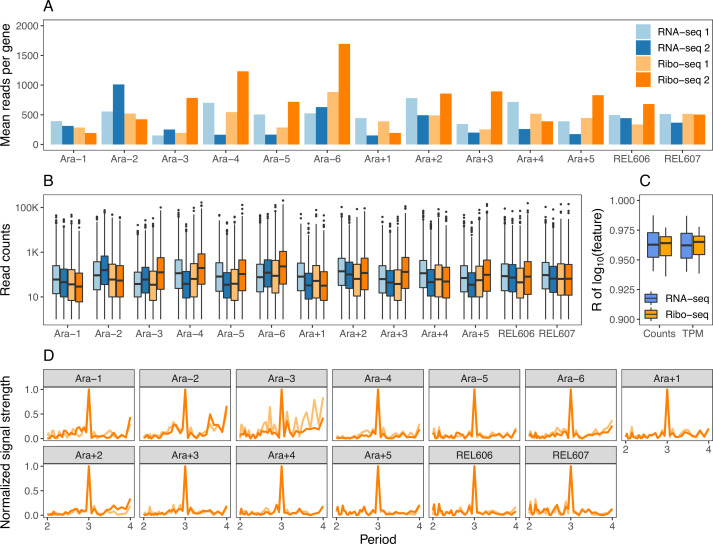
Sequencing data statistics. (**A**) The average number of reads aligned per gene using Kallisto for each library. The color scheme remains the same in panels B and D. (**B**) Distributions of mapped and deduplicated read counts per gene in each sample. (**C**) Correlations between the replicates based on rounded counts or transcripts per million (TPM). (**D**) The periodicity of the Ribo-seq datasets determined using a fast Fourier transform (see Codon-specific positioning of Ribo-seq data in Materials and methods).

**Figure 1—figure supplement 2.**
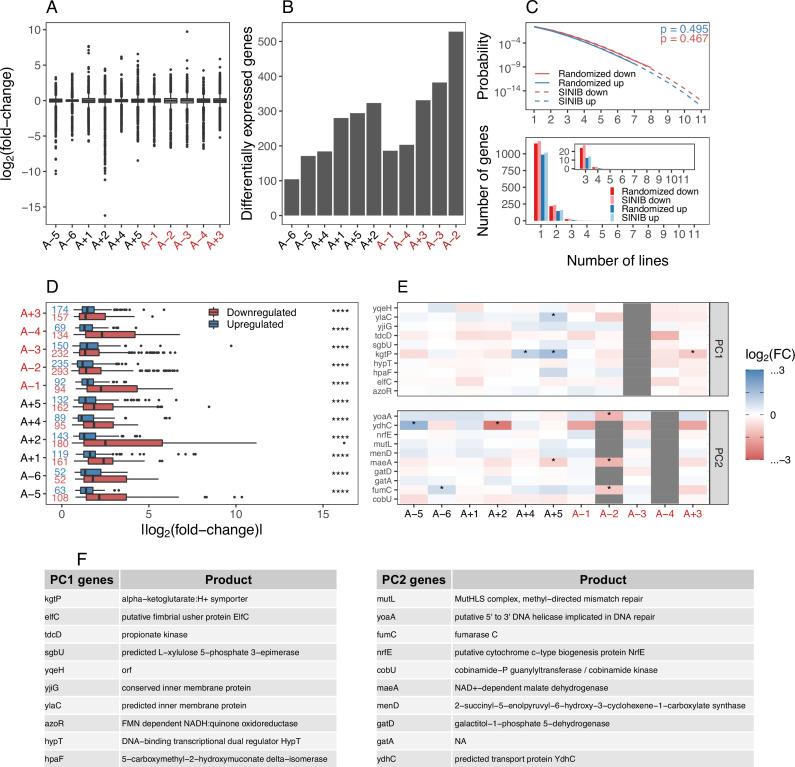
Magnitude and variation in mRNA fold-changes across evolved lines. (**A**) Distributions of all mRNA fold-changes (using DESeq2) in each line. Lines with a mutator phenotype are in red. (**B**) The number of differentially expressed genes (DEGs) (DESeq2 q≤0.01) in each line. (**C**) Upper panel shows the probabilities of observing a gene that was differentially expressed and altered in the same direction in a given number of lines (x-axis). The solid lines represent mean probabilities derived from randomizing the fold-changes of genes in each line 1 million times and the dashed lines represent the probabilities calculated using the sum of independent non-identical binomial random variables (SINIB) method as shown in Figure 1E. p-Values show the result of a Kolmogorov-Smirnov (KS) test comparing the randomized to the SINIB distributions. The lower panel shows the expected number of DEGs that are shared and altered in the same direction in a given number of lines (x-axis) based on the above probabilities. (**D**) Distributions of absolute fold-changes of DEGs in each line. The number of DEGs in each evolved line is indicated. Asterisks indicate the results of a KS test comparing distributions of the magnitudes of positive and negative fold-changes in each line NS: p>0.05, *: p≤0.05, **: p≤0.01, ***: p≤0.001 ****: p≤0.0001. (**E**) The list of top 10 genes contributing to variation in each principle component, gray spaces represent deletions which were encoded as having a $l\,o\,g_{2}\,\left(f\,o\,l\,d-c\,h\,a\,n\,g\,e\right)=-10$. (**F**) The genes and descriptions of genes contributing to first two principal components retrieved from EcoCyc (Keseler et al., 2005).

**Figure 1—figure supplement 3.**
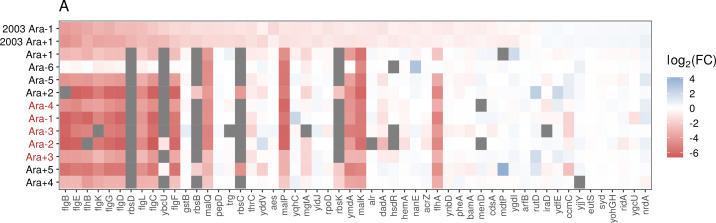
Comparison of expression changes between this study and Cooper et al., 2003. (**A**) The direction and magnitude of expression changes in genes identified as differentially expressed in Cooper et al., 2003, study and the direction of changes for those genes in our dataset. While the two datasets share a color scale for fold-change, the data underlying the Cooper et al., 2003, study was generated using a microarray compared to RNA-seq data in the current study.

### Evolved lines show parallel transcriptomic changes

#### Gene expression levels are similar across evolved lines

Across the six evolved lines with non-mutator phenotypes in LTEE, we observe a modest degree of parallelism in genetic changes. We find that 22 genes share mutations in two or more evolved lines (Tenaillon et al., 2016). However, it remains unclear whether these parallel genetic changes are sufficient to explain the high degree of parallelism in fitness gains over 50,000 generations. We hypothesize that the evolved lines demonstrate a higher degree of parallel transcriptomic changes despite having unique genomes. To test this hypothesis, we compared the ancestors’ and evolved lines’ mRNA abundances (measured in transcripts per million [TPM]). 

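TPM as the authors computed it was averaged over the 2 replicates of each line. Across all genes, Spearman's correlation between an evolved line and an ancestor had a median of 0.902 over 22 pairs, with a range from 0.856 to 0.933. The 2 ancestors, REL606 and REL607, correlated at 0.980 with each other. The setting that moved the median most among those planned was Pearson's correlation of log10(TPM + 0.01), at 0.829. Leaving out genes missing from either line of a pair, a setting chosen after the values were seen, gave 0.943. With replicate 1 alone the median was 0.890, and with replicate 2 alone it was 0.888.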

We find that the expression levels of most genes remain unchanged, leading to high correlations between ancestral and evolved strains (Spearman’s correlation coefficient *r*>0.95, Figure 1B). Moreover, pairwise correlations between evolved strains were only marginally higher than the correlations between evolved strains and the ancestors. However, these increases were not statistically significant (KS test, p-value = 0.28, Figure 1B). This suggests that transcriptomic changes are likely restricted to a small portion of the genome.

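Over the 55 pairs of evolved lines, Spearman's correlation of TPM had a median of 0.898 (range 0.858 to 0.937), lower by less than the range among pairs than the median between evolved lines and ancestors. The order of these medians depended on the measure. On log10(TPM + 1), Pearson's correlation had a median of 0.926 between evolved lines and 0.920 between evolved lines and ancestors. Among the 2940 genes with a mean TPM of at least 1, the medians were 0.870 and 0.857. From these correlations the paper proposes that the changes in the transcriptome are limited to a small part of the genome.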

To more formally test the hypothesis that evolved lines show parallel changes in the transcriptome, we used DESeq2 (Love et al., 2014) to identify differentially expressed genes (DEGs) and quantify expression changes between each evolved line and the ancestor (for full results, see Supplementary file 2). A gene was considered differentially expressed between the evolved line and the ancestor if it reached a statistical threshold of q-value ≤0.01. We find that most fold-changes were small (Figure 1—figure supplement 2A) and consistent with our expectations; only a small proportion of the transcriptome was significantly altered (Figure 1—figure supplement 2B). On average, ∼270 genes (out of 4131) were differentially expressed in an evolved line across all 11 pairwise comparisons between each evolved line and the ancestor. 

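Between 3322 genes (Ara-3) and 3560 genes (Ara-5) were tested per line after the low-count filter of edgeR. The test called 123.9 genes per line on average at an adjusted p of at most 0.01, from 42 in Ara-6 to 284 in Ara-2. Ara-3 had 207 calls, Ara+2 had 141, Ara+3 had 132, Ara+5 had 128 and Ara+1 had 117. The remaining lines had fewer than 100 calls, with 90 in Ara-4, 87 in Ara+4, 68 in Ara-1 and 67 in Ara-5. Keeping missing genes in the test with counts of 0 moved the average most, to 272.4 per line, and DESeq2 with apeglm, the tool the authors used, gave 263.1. The average fell to 56.7 without replicate 1 of the evolved line, to 64.6 without its replicate 2 and to 72.6 without replicate 1 of REL606. With the replicate number, which marks a sequencing pool shared by a line and its own ancestor, as a block, the numbers were 148 in Ara-2 and 80 in Ara+3. On simulated counts for Ara+1 in which 200 genes changed by 2 on the log2 scale, edgeR recovered 79.1% of the changed genes and DESeq2 81.2%, over 3 simulations.

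**Figure D1:**
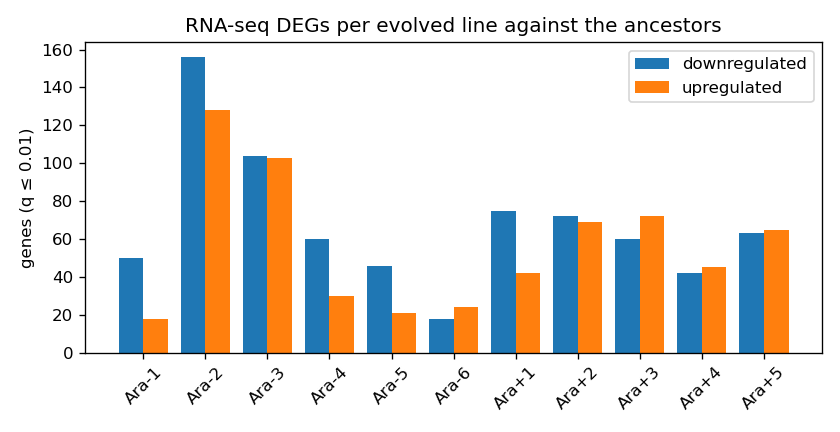
Number of genes called lower and higher than the ancestors in each of 11 evolved lines (RNA-seq, edgeR, adjusted p of at most 0.01); bars start at 0. Ara-2 has the most calls (284) and Ara-6 the fewest (42).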

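Summed over the 11 comparisons, edgeR made 1363 calls, 617 higher and 746 lower in the evolved line, on 657 different genes. Of these genes, 415 were called in a single line and 34 were called in opposite directions in different lines, 6 of them in at least 2 lines each way. DESeq2 with apeglm made 2894 calls on 1253 genes, of which 126 were called in opposite directions. The last number was 107 with missing genes kept at counts of 0 and 62 with all 13 lines in one fit. It was 49 with the own ancestor only and 45 without replicate 2 of REL606. Without replicate 1 of each evolved line the number of different genes was 269, without their replicate 2 it was 313, without replicate 1 of REL606 it was 341 and without replicate 1 of REL607 it was 405. With the replicate block it was 416, of which 259 were called in a single line and 15 in opposite directions, and 398 calls were higher. The number called in opposite directions was 5 and 9 without replicate 1 or 2 of each evolved line, 9 without replicate 1 of REL606, and 14 and 18 without replicate 1 or 2 of REL607.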

In total, 2986 genes were differentially expressed, but this consisted of only 1273 unique genes, indicating that many DEGs are shared across evolved lines. The expression levels of these 1273 DEGs were more similar between evolved lines than between an evolved line and its ancestor (Figure 1B). Correlations based on fold-changes for DEGs were higher than those based on all genes (Figure 1C). 

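Over the 55 pairs of evolved lines, the median Spearman correlation of log2 fold-changes was 0.366 across all genes tested in both lines (range 0.128 to 0.707). Across genes called in either line, it was 0.592 (range 0.311 to 0.847). The evolved lines share the same 4 ancestral libraries, so these values lie above 0 without any shared effect. When evolved libraries were simulated with no change from the ancestors, the correlation across all genes had a median of 0.303 (range 0.288 to 0.320, 50 simulations), and no gene was called. With missing genes kept at counts of 0, the median across called genes was 0.313.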

Fold-changes for the set of 1273 DEGs were generally in the same direction regardless of their statistical significance (Figure 1D). Taken together, this is suggestive of parallelism in the evolution of gene expression across the evolved lines.

#### Quantifying the degree of parallelism of DEGs

To test if the number of observed parallel changes in gene expression across evolved lines differs from the number of parallel changes expected by random chance, we estimated the probability distribution representing the expected number of DEGs altered in the same direction given different proportions of up- and downregulated genes in each line. This null distribution is well approximated by the distribution of the *sum of independent non-identical binomial random variables* (SINIB), which we estimated using the R package sinib (Liu and Quertermous, 2018) by parameterizing the function with the number of up- and downregulated DEGs from each line (Figure 1—figure supplement 2C). 

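Genes called by edgeR were counted by the number of lines with a change in the same direction. There were 425 genes changed in that way in 1 line, 122 in 2 lines, 42 in 3 lines, 14 in 4 lines and 54 in at least 5 lines. The calls of each line were then reassigned at random to the genes tested in it, keeping the numbers of higher and lower calls, 10000 times. The random sets held 0.005 genes on average in at least 5 lines and at most 2. None reached the observed number, so that p = 0.0001 (permutation test, one-sided), the smallest value that 10000 reassignments can give. With the calls of DESeq2 the random sets held 0.166 genes on average and at most 3. The reassignment treats genes as independent of each other, although genes of an operon are not, and it treats the lines as independent, although they share the 4 ancestral libraries. In the 50 simulations of unchanged lines against those libraries, 0 genes were called in at least 5 lines. Changed lines with shared ancestors were not simulated, so that p does not cover this dependence.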

We find that the number of genes with expression changes in the same direction is significantly higher than expected by chance (KS test, p-value ∼ 0.01, Figure 1E – bottom panel). For example, if DEGs were randomly distributed across all lines, we would expect three genes to share expression changes in five or more lines. Instead, 117 genes are differentially expressed in the same direction in at least five lines.

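With edgeR, 19 genes were higher and 35 were lower in at least 5 lines. There were 26 genes changed in the same direction in at least 10 lines, and 12 of them in all 11. The lowest mean log2 fold-changes among the 26 belonged to ECB_03907 (-5.23, called in 11 lines), malE (ECB_03906, -5.22), malP (ECB_03269, -4.94) and ECB_03908 (-4.71, called in 11 lines). Only 2 genes were higher in at least 10 lines, ECB_02468 (mean 2.84, from 1.52 in Ara+5 to 4.73 in Ara+1) and ECB_00703 (mean 2.58, from 1.56 in Ara-2 to 4.06 in Ara+1), both called in 11 lines. The tables used here do not pair ECB_03907, ECB_03908, ECB_02468 or ECB_00703 with a gene name. With DESeq2, 118 genes were changed in at least 5 lines. Without replicate 1 of each evolved line, edgeR gave 34 such genes, with 1 in at least 10 lines and 0 in all 11, and ECB_03907 was called in 4 lines and ECB_03908 in 6. Without their replicate 2, the numbers in at least 10 and in all 11 lines were 10 and 0, and ECB_03907 was called in 6 lines and ECB_03908 in 7. Comparing each line with its own ancestor only also gave 10 and 0. The number of genes changed in all 11 lines was 5 without replicate 1 of REL606, 8 without its replicate 2, 8 without replicate 1 of REL607, 6 without its replicate 2 and 4 with the replicate block. Under that block ECB_03908 and ECB_00703 were called in 10 lines and ECB_02468 in 9.

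**Figure D2:**
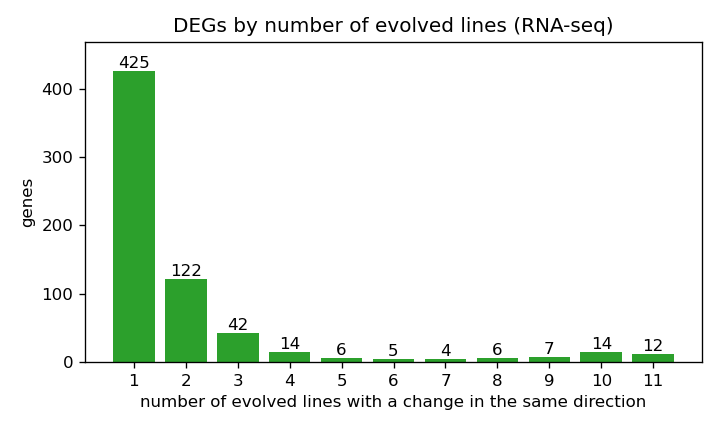
Number of genes called in the same direction in exactly 1 to 11 evolved lines (edgeR, RNA-seq); bars start at 0 and the count stands above each bar. The number falls from 425 genes in 1 line to 4 genes in 7 lines, and 12 genes changed in all 11.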

#### Magnitude and direction of expression changes

Given the high correlations between expression levels of DEGs between evolved lines, it stands to reason that the correlation between fold-changes of DEGs genes will be higher than the correlation between fold-changes across all genes. 

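The Ara- and the Ara+ lines were sequenced in different pools, so the correlation of fold-changes was also taken over the 30 pairs of lines from different pools. Their median across all genes was 0.349 (range 0.128 to 0.639). When each line was compared only with its own ancestor, Ara- lines with REL606 and Ara+ lines with REL607, pairs from different pools share no library. Their median was then 0.321 (range -0.0240 to 0.582). With all 13 lines in one fit and the pool as a block, the median over the pairs from different pools was 0.291 (range 0.00127 to 0.541).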

Consistent with these expectations, we find that pairwise correlations between evolved lines of fold-changes in DEGs were higher than the fold-changes of all genes (Figure 1C). 

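By edgeR, lower calls outnumbered higher calls in 7 lines, and the imbalance passed a two-sided exact binomial test (adjusted over the 11 lines) in 4 of them. The exact test counts each called gene as an independent trial, although genes of an operon are not, so its p values are a description. Of 20 flagellar identifiers that the study lists, 15 to 17 were among the lower calls of every line except Ara-6. Ara-1 had 50 lower and 18 higher calls (adjusted p = 0.00144), Ara-4 had 60 and 30, Ara-5 had 46 and 21, and Ara+1 had 75 and 42 (adjusted p = 0.00843 by the exact test in each of the last 3). The differences in Ara-2 (156 and 128, adjusted p = 0.240), Ara-3 (104 and 103) and Ara+2 (72 and 69, adjusted p = 1 for both) were not significant by the exact test. In Ara-6, Ara+3, Ara+4 and Ara+5 higher calls were more frequent, none with an adjusted p under 0.05 by the exact test. Lower calls made up 54.7% of all calls. With missing genes kept at counts of 0 they made up 72.4% and were in excess in 11 lines, each with an adjusted p under 0.05. With all 13 lines in one fit there were 1049 lower and 1052 higher calls, so that lower calls made up 49.9%. They were then more frequent in 4 lines, and 1 line passed the exact test. Without replicate 1 of REL606 they were more frequent in 11 lines, and without replicate 2 of each evolved line 2 lines passed. Without that replicate Ara-1 had 44 calls in each direction, and Ara+1 had 87 higher and 53 lower calls (adjusted p = 0.0281, exact test), the reverse of the direction with all libraries. Without replicate 1 of the evolved line Ara+1 had 19 higher and 7 lower calls (adjusted p = 0.0796, exact test), and it did not pass with the replicate block (35 higher and 55 lower, adjusted p = 0.123, exact test). Without replicate 2 of REL606 Ara-1 did not pass (29 higher and 50 lower, adjusted p = 0.0655, exact test). Compared with its own ancestor only, Ara+4 had 120 higher and 63 lower calls (adjusted p = 0.000106, exact test).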

While the number of DEGs varies widely across lines (Figure 1—figure supplement 2B), 7 out of 11 evolved lines have more significantly downregulated DEGs than upregulated (Figure 1—figure supplement 2D, binomial test, p-value <0.05). Furthermore, the magnitude of fold-changes of downregulated DEGs was significantly higher than fold-changes of upregulated DEGs in all 11 evolved lines (Figure 1—figure supplement 2D, KS test, p-value <0.0001).

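The median absolute log2 fold-change of lower calls by edgeR was above that of higher calls in 11 of 11 lines. The difference between the medians was largest in Ara-1, at 2.34 (4.43 for lower and 2.09 for higher calls), and smallest in Ara+1, at 0.08 (2.91 and 2.83). In Ara-2, with the most calls, the medians were 1.75 and 1.52. With DESeq2 and apeglm the median of lower calls was larger in 10 lines. With the own ancestor only it was larger in 9, and the difference was -0.30 in Ara-3 and -0.41 in Ara+1. With single replicates left out, the difference in Ara+1 ranged from -0.50 (evolved replicate 1) to 0.87 (evolved replicate 2). It was -0.27 there without replicate 1 of REL606 or of REL607. The fold-changes by edgeR of genes with few counts in an evolved line depend on its prior count, so they are not measured bounds.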

#### Variation in expression changes across evolved lines

So far, we have considered the degree of parallelism in expression level changes across the evolved lines. However, the evolved lines differ not only in terms of their underlying mutations (Tenaillon et al., 2016) but also vary substantially at the phenotypic level. For instance, half of the evolved lines have developed a mutator phenotype, causing them to accumulate orders of magnitude more mutations than the non-mutator lines. Unlike the other 11 evolved lines, Ara-3 can utilize citrate as a carbon source (Blount et al., 2012), and Ara-2 has developed distinct, coexisting ecotypes (Rozen et al., 2009). We wanted to characterize how phenotypic variation across evolved lines might correlate with variation in expression levels. 

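PCA of the log2 fold-changes of the 2821 genes tested in all 11 lines gave 23.7% of the variance on PC1 and 15.3% on PC2. Ara-3 lay farthest from the other lines on these 2 components, at a mean distance of 38.4, followed by Ara-2 at 36.2. On PC1, Ara-2 (-29.2) and Ara-3 (-21.5) lay at one end and Ara+1 (20.9) and Ara+5 (16.6) at the other. On PC2, Ara-3 (-23.6) and Ara+2 (-17.1) lay opposite Ara-6 (15.0) and Ara+4 (14.8). Of the 5 mutators analysed, Ara-1, Ara-2 and Ara-4 had PC2 values above 0, and Ara-3 and Ara+3 had values below 0. The mutators had 156.2 ± 89.0 calls (SD, n = 5) and the 6 other lines 97 ± 38.3 (SD, n = 6), a difference that was not significant (two-sided exact permutation test, p = 0.182). Fitting all 13 lines together gave a difference of 90.2 calls (exact permutation test, p = 0.0455), and the same fit with the sequencing pool as a block gave 62.5 calls (exact permutation test, p = 0.0584). The remaining settings gave p values from 0.186 to 0.535 by the exact test.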

Principal component analysis (PCA) based on all fold-changes mainly separates Ara-3 from the rest of the lines, whereas PC2 appears to separate at least some of the mutators from the non-mutators (Figure 1F). Variation in PC1 and PC2 seems primarily driven by deletions (Figure 1—figure supplement 2E), coded as downregulated genes (log2 fold-change = –10) in this analysis. 

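With the missing genes included at a log2 fold-change of -10, PCA covered 3474 genes, with 20.6% of the variance on PC1 and 16.2% on PC2. At -1 the components held 21.5% and 14.1%. Ara-3 was the line farthest from the others under both values. The line at the end of PC1 was Ara-3 at -10 and Ara-2 at -1.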

The magnitude of encoded fold-changes of the deleted genes did not affect the groupings of the PCA between log2(fold-change) –1 and –10. Given the unique circumstances in Ara-3 and Ara-2, it is not surprising that these lines group separately from the others in the PCA.

### Evolved lines are larger in cell size and carry more mRNAs

In the previous section, we discussed how changes in relative gene expression patterns across the evolved lines are similar. However, all evolved lines are significantly larger than their ancestors (Grant et al., 2021; Lenski and Mongold, 2000; Mongold and Lenski, 1996). Typically, bacterial cell volume depends on nutrient availability and growth rate (Chien et al., 2012; Schaechter et al., 1958; Taheri-Araghi et al., 2015) and the increase in cell volume in evolved lines appears to be under selection rather than solely due to increases in growth rate (Mongold and Lenski, 1996; Philippe et al., 2009). As a result of these larger sizes, the cells in evolved lines have higher biomass and proportionally higher nucleic acid levels than the ancestors (Turner et al., 2017). Therefore, it is reasonable to expect that absolute abundances of mRNA molecules per cell should also increase with cell volume to maintain concentrations and reaction rates (Padovan-Merhar et al., 2015). To get a complete picture of transcriptional changes, we also quantified absolute changes in mRNA abundances.

We used phase-contrast microscopy to measure cell shape and estimate cell volume to confirm that our clones from evolved lines were larger than their ancestors (see Appendix A3). Consistent with earlier studies, we find that each evolved line is larger in volume compared to its ancestors (Figure 2A, Supplementary file 3). Our volume estimates are also consistent with measurements obtained using a Coulter counter from a recent study (Grant et al., 2021; Figure 2—figure supplement 1A, Pearson correlation coefficient *R*=0.87). Next, we estimated the absolute abundances of transcripts per CFU by comparison to known standards in our sequencing libraries. Specifically, we added the ERCC spike-in controls (Baker et al., 2005; External RNA Controls Consortium, 2005) to our sequencing libraries and used a linear model to relate the number of molecules of a spike-in RNA added to its TPM in each sample. 

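The ERCC spike-ins are 92 synthetic RNAs of known concentration. The authors added 3 μL to replicate 1 and 4 μL to replicate 2 of a 1:100 dilution of the mix, at the lysate step. They took between 0.385% and 0.873% of the RNA-seq counts of a library. For each library, log10 molecules added was fitted on log10 TPM across the spike-ins detected, and the fit was used to turn each gene's TPM into molecules.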

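Across the 26 RNA-seq libraries, 40 to 58 spike-ins were detected. Pearson's r between log10 molecules added and log10 TPM ranged from 0.905 to 0.965 across spike-ins, and the slopes ranged from 1.04 to 1.19. For Ara-1 replicate 1 the slope was 1.05 and the intercept 6.33, which differ from the 0.97 and 6.41 of the paper's own fit.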

We find a linear relationship between molecules added and estimated TPM across all samples and replicates (Figure 2B, Figure 2—figure supplement 2A, Supplementary file 5). 

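The numbers of CFU behind each library were taken from the paper's own supplementary table, in which colonies were counted on plates of diluted culture. No count of CFU was made from the sequencing files. Evolved lines had on average 0.0602 times as many CFU per library as the ancestors (2-sided exact permutation test of the log10 line means, 11 evolved lines against 2 ancestors, p = 0.0128, the smallest of 78 splits). Before division by CFU, the number of mRNA molecules per library was 1.20-fold that of the ancestors (exact permutation test, p = 0.192).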

Finally, we measured the number of cells used in the generation of each sequencing library by counting colony-forming units (CFUs) from each culture and accounting for sampling at each step of the library preparation (Supplementary file 4). Note that due to various factors, our estimates of CFU are likely underestimates (see Appendix A3, Figure 2—figure supplement 1C). Nonetheless, our gene-specific estimates of absolute abundances per CFU are highly similar across biological replicates (*R*>0.93). Together, this allows us to measure absolute RNA abundance per CFU.

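Pearson's R between replicates of log10 molecules per CFU, across genes, ranged from 0.940 in Ara-1 to 0.987 in Ara-2. A correlation takes no account of a shift that all genes share. The median absolute log2 difference between the replicates of a line ranged from 0.31 in Ara+4 to 1.50 in Ara-4. In Ara-4, the sum over all genes was 121961 molecules per CFU in replicate 1 and 31750 in replicate 2.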

**Figure 2.**
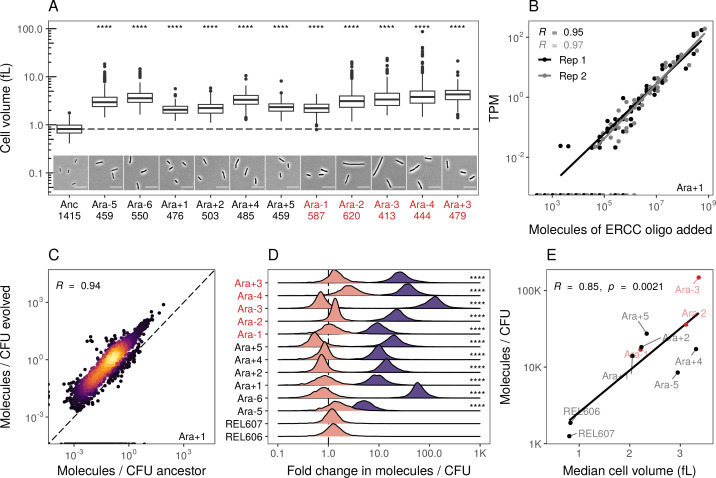
Evolved lines are larger in cell size and carry more mRNAs. (**A**) All evolved lines are larger than the ancestral strain. Distributions of cellular volume as determined by phase-contrast microscopy and assuming sphero-cylindrical shape of *Escherichia coli* along with representative images for each line. Numbers underneath a line’s name indicate the total number of cells imaged (scale bar is 10 µm). The dashed line indicates the ancestral median, p-values indicate the results of a t-test when each line is compared to the ancestor, **** p ≤ 0.0001. Lines listed in red have mutator phenotypes. (**B**) Abundances of spike-in RNA control oligos are correlated with their estimates in sequencing data. Linear models relating the number of molecules of each ERCC control sequence added to their RNA-seq TPM (transcripts per million) in Ara+1 RNA-seq sample (see Figure 2—figure supplement 2 for data for all lines). (**C**) Most genes have a higher absolute expression in evolved lines. Changes in the absolute number of mRNA molecules per CFU (colony-forming unit) in the 50,000th generation of Ara+1 relative to the ancestor. The values plotted are the averages between two replicates of the evolved lines and both replicates from two ancestors (REL606 and REL607; see Figure 2—figure supplement 2 for all lines). (**D**) Absolute changes in mRNA abundances of genes in evolved lines are significantly larger than the variation between biological replicates (KS test, p<0.0001 in all cases). Pink distributions indicate gene-specific fold-changes between biological replicates for each line (centered around 1). Purple distributions show the absolute fold-changes in molecules of RNA per CFU from the ancestor to each evolved line. Fold-changes are calculated in the same manner as in C. (**E**) Larger evolved lines have more mRNA per CFU. Relationship between the median cellular volume for each line and the total number of RNA molecules per CFU. Total molecules of RNA are calculated as the sum of the average number of molecules for each gene between replicates.

**Figure 2—figure supplement 1.**
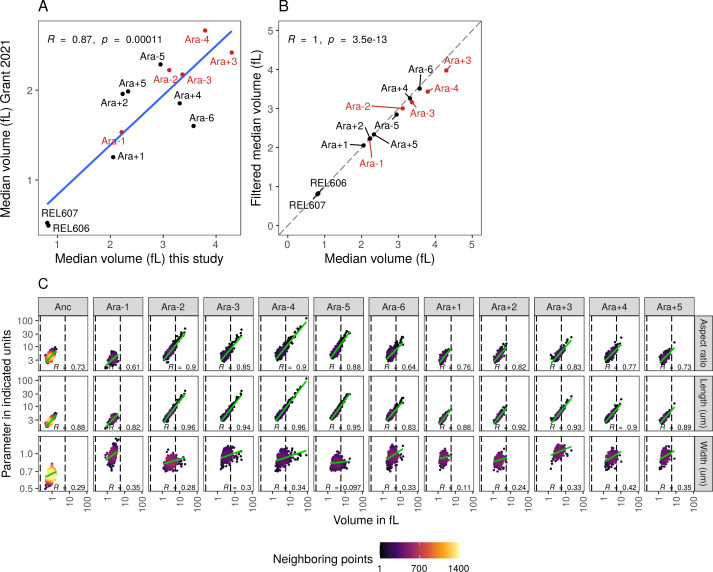
Relationship between cellular features and cell volume. (**A**) Comparison of median volumes of each evolved line from this manuscript to estimates of cellular volumes from Grant et al., 2021. (**B**) Relationship between median cell volumes of all cells compared to median cell volume of filtered cells between 0.21 and 5.66 fL used in Grant et al., 2021. (**C**) Increase in cell volume is more strongly correlated with cell length compared to cell width. The dotted lines indicate volumes of 0.21 and 5.66 fL.

**Figure 2—figure supplement 2.**
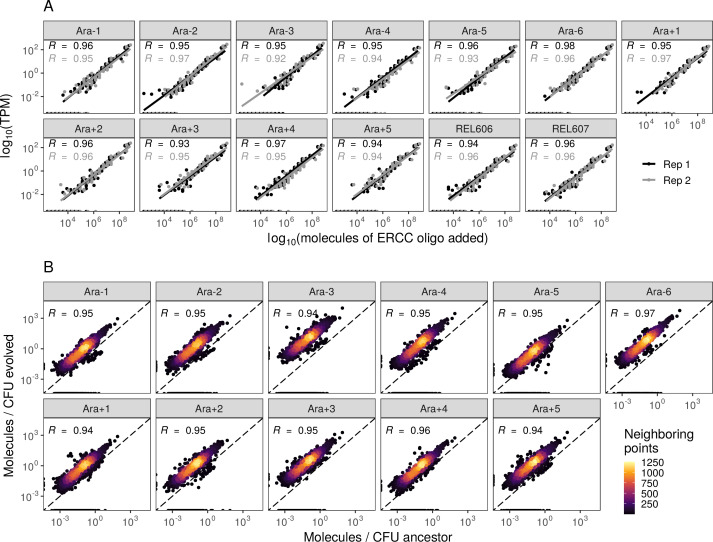
Absolute changes in mRNA abundances per CFU across all evolved lines. (**A**) Abundances of spike-in RNA control oligos are correlated with their estimates in sequencing data. Linear models relating the number of molecules of each ERCC control sequence added to their RNA-seq TPM (transcripts per million). (**B**) Most genes have a higher absolute expression in evolved lines. Changes in the absolute number of mRNA molecules per CFU (colony-forming unit) in the 50,000th generation of each line relative to the ancestor. The values plotted are the average between two replicates of the evolved lines and both replicates from both ancestors. REL606 and REL607 are ancestral strains.

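Summed over genes, the ancestors had 2263.6 ± 615 (REL606) and 1624.81 ± 284 (REL607) mRNA molecules per CFU (SD, n = 2 replicates each). Among the evolved lines, Ara-5 had the fewest, 11112 ± 1117, and Ara-3 the most, 190621 ± 36923 (SD, n = 2). Ara-6 had 134368 ± 17464. Ara-4 had 76855.7 ± 63789, the widest spread between replicates. All 11 evolved lines lay above both ancestors, 20.0-fold on average on the log scale (two-sided exact permutation test, p = 0.0128, the smallest that 11 lines against 2 allow). Other ways to calibrate and other plate counts gave 17.9-fold to 23.8-fold, and the value was 17.7-fold without replicate 2 and 22.4-fold without replicate 1. The level itself depended on the calibration. The mean log10 number was 4.58 in evolved lines and 3.28 in the ancestors. It was 4.87 and 3.56 with the regression inverted, and 4.49 and 3.19 from the ratio of summed molecules to summed TPM. The share of genes with more molecules per CFU than in the ancestors ranged from 97.7% in Ara-5 to 100% in Ara-3, over 3748 to 4050 genes. The median log2 difference per gene ranged from 2.31 in Ara-5 to 6.94 in Ara-3, larger in each line than its median difference between replicates. All genes of a library are divided by the same number of CFU, on average 0.0602 times that of the ancestors in evolved lines. The shares and medians over genes carry this common shift and are not separate evidence from each gene. The 5 mutators had 2.00-fold as many molecules per CFU as the 6 other lines, a difference that was not significant (exact permutation test, p = 0.203). This ratio was 2.52 without replicate 2, 1.59 without replicate 1 and between these values under the other settings. From these increases the paper proposes that the evolved lines hold more mRNA per cell than the ancestors.

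**Figure D3:**
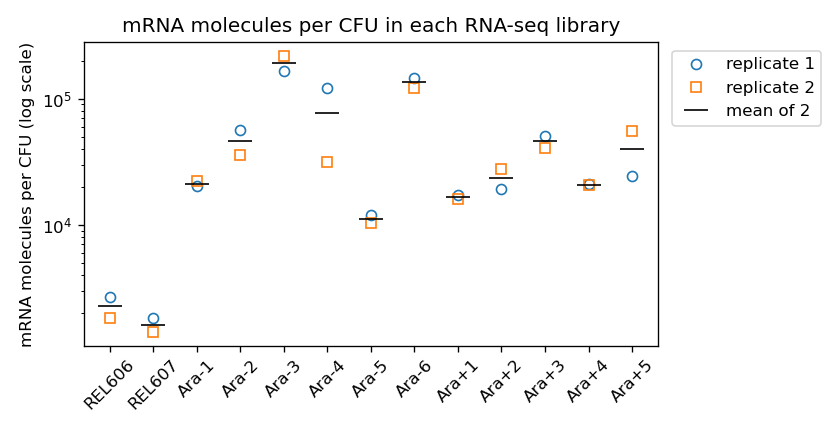
mRNA molecules per CFU summed over genes (log axis) in the 2 ancestors and 11 evolved lines; circles are replicate 1, squares are replicate 2 and dashes are the mean of the 2. The ancestors have means of 2263.6 and 1624.81 and Ara-3 has the highest mean, 190621.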

We find that most genes have increased mRNA abundance per CFU compared to the ancestor (Figure 2C, Figure 2—figure supplement 2B, Supplementary file 6) and that these differences were significantly larger than the differences between biological replicates (Figure 2D). Furthermore, the increases in total mRNA abundance scale with cellular volume, with larger evolved lines having more molecules per typical cell volume (Figure 2E). This suggests that the evolved lines have more mRNA per cell than the ancestors. Such an increase may be needed to maintain reaction rates in the face of increasing cell volumes. Another hypothesis is that stockpiling resources like mRNA and ribosomes might allow evolved lines to reduce the time spent in the lag phase after transfer to fresh medium. Indeed, reduced lag times occur in the LTEE (Vasi et al., 1994), and simulations suggest that bacteria can evolve to ‘anticipate’ the regular transfer to fresh medium in a serial transfer regime (van Dijk et al., 2019).

### Transcriptional changes drive translational changes

While mRNA abundances are an important molecular phenotype potentially linking genomic changes to adaptations, changes in mRNA abundances can themselves be buffered or augmented at other downstream regulatory processes such as translation (Albert et al., 2014; Artieri and Fraser, 2014; McManus et al., 2014). Translational regulation affects the rate at which an mRNA produces its protein product, and mRNAs vary widely in their translation efficiencies in both eukaryotes and prokaryotes (Ingolia et al., 2009; Li et al., 2014; Picard et al., 2012). However, the role of changes in translational regulation during adaptation and speciation remains poorly understood and, at least in yeast, is heavily debated (Albert et al., 2014; Artieri and Fraser, 2014; McManus et al., 2014). Moreover, because translation occupies the majority of cellular resources (Bernier et al., 2018), it may be a prime target for evolution in the LTEE. 

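Ribo-seq sequences the mRNA fragments covered by ribosomes, so that a gene's count reflects the ribosomes on its mRNA. The Ribo-seq libraries came from the same cultures as the RNA-seq libraries, with 2 replicates of each of 11 evolved lines and 2 ancestors, and the authors made their counts in the same way. Counts on genes ranged from 813193 to 7141395 per library in the evolved lines (median 2121642, 22 libraries) and from 1422670 to 2868813 in the ancestors (median 2147474, 4 libraries). tRNAs took between 10.7% and 39.5% of the counts and were left out. By the test used for RNA-seq, 3031 to 3218 genes were tested per line and 101.2 were called on average. Ara-6 had the fewest calls (39) and Ara-2 the most (210). The sum was 1113 calls, 496 higher and 617 lower, on 547 genes, with 46 changed in the same direction in at least 5 lines. DESeq2 with apeglm moved the average most, to 216.3 per line. It was 53.5 without replicate 2 of the evolved line, 56.6 without its replicate 1, 60.6 without replicate 1 of REL607 and 62.2 without replicate 1 of REL606. Ara-2 had 135 calls with the replicate block.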

To study translational changes in LTEE, we performed Ribo-seq in the evolved lines and their ancestors (Figure 1A).

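Pearson's R between the RNA-seq and Ribo-seq log2 fold-changes of a line, across genes tested in both, had a median of 0.856 over the 11 lines. It was lowest in Ara-6 (0.817) and highest in Ara-2 (0.889). Both kinds of library came from the same cultures, and the correlation was also computed from different cultures, RNA-seq of replicate 1 against Ribo-seq of replicate 2. The median was then 0.591 (range 0.367 to 0.768), the lowest of the settings planned. With a single replicate of each kind, and both ways to combine them averaged, the median was 0.748 when the culture was shared and 0.553 when it was not. It was higher with the shared culture in 11 of 11 lines. Restricting to genes with at least 100 counts on average gave 0.938.

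**Figure D4:**
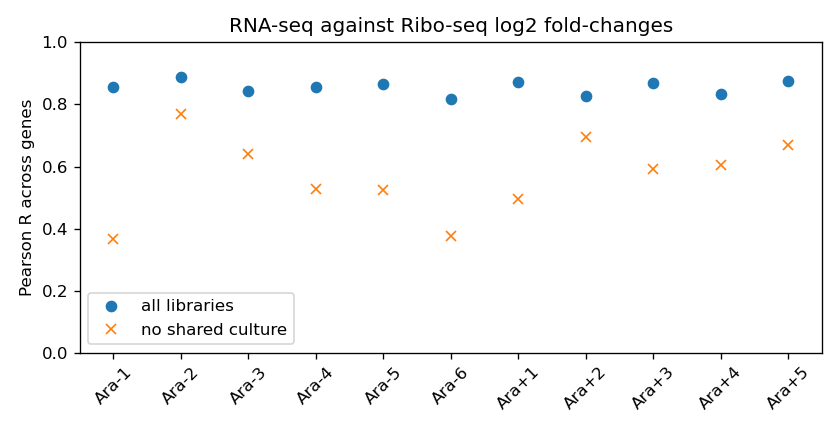
Pearson's R between RNA-seq and Ribo-seq log2 fold-changes in each of 11 evolved lines. Dots use all libraries (0.817 to 0.889) and crosses use libraries that share no culture (0.367 to 0.768).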

We find that changes in ribosome densities are highly correlated with changes in mRNA abundances (Figure 3A, Figure 3—figure supplement 1A). This is somewhat surprising because changes in environmental conditions and small genetic perturbations usually result in large changes at the translational level (Gerashchenko et al., 2012; Rubio et al., 2021; Woolstenhulme et al., 2015). Despite the high correlation between mRNA and ribosome footprint fold-changes at the genomic level, individual genes might have altered ribosome densities. We used Riborex to quantify changes in ribosome densities (Li et al., 2017). Riborex quantifies changes in footprint densities while accounting for any changes in mRNA abundances. We considered a gene significantly altered if it reached a q-value ≤0.01. Only a handful of genes have altered ribosome densities, and none are shared between three or more lines (Figure 3B, Supplementary file 7). This suggests that over the course of the LTEE, most changes happen at the transcriptional level with insufficient evidence for significant changes at the translational level. 

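Ribosome density, the Ribo-seq count relative to the RNA-seq count of a gene, was tested in a single edgeR model of each line and both ancestors with an interaction of library kind and line. At an adjusted p of at most 0.01 it made 4 calls in 3 genes, and 0 genes were called in at least 3 lines. At an unadjusted p under 0.05 there were 1440 calls among 38898 tests (3.70%). The called genes have no paired name and were chosen after their values were seen. For ECB_01542 the log2 change in density was -2.57 in Ara+3 (adjusted p = 0.00211, edgeR), with RNA-seq counts of 1461 and 768 and Ribo-seq counts of 30 and 144. In Ara+5 it was 2.26 (adjusted p = 0.00376, edgeR), with RNA-seq counts of 64 and 24 and Ribo-seq counts of 62 and 118. The ancestors had 222 to 346 RNA-seq and 39 to 87 Ribo-seq counts for this gene. ECB_02572 was called in Ara+5, with RNA-seq counts of 202 and 61 and Ribo-seq counts of 0 and 0. The ancestors had only 5 to 8 RNA-seq and 1 to 5 Ribo-seq counts for it, so its ancestral density rests on few counts. ECB_02599 was called in Ara+2, with RNA-seq counts of 0 and 0 and Ribo-seq counts of 196 and 180. The ancestors had 130 to 322 RNA-seq and 8 to 20 Ribo-seq counts for that gene. Without an RNA-seq count in Ara+2 its density there has no measured denominator, so this call is not evidence of altered translation. The numbers moved with the design: a term for each culture gave 152 calls in 106 genes (10 of them in at least 3 lines), DESeq2 gave 39 calls in 31 genes (2 in at least 3 lines) and a fit of all 13 lines gave 22 calls in 19 genes (1 in at least 3 lines). Leaving out single replicates gave 7 calls without replicate 1 of the evolved line, 2 without replicate 2 of REL606, and 1 without replicate 1 of REL606 or without either replicate of REL607. With the replicate block there were 2 calls, and 0 in Ara+5. On simulated counts for Ara+1 with 200 densities changed by 2 on the log2 scale, the edgeR model recovered 29.8% of them and DESeq2 53.3%, so that most changes of this size were not recovered by edgeR. Other depths were not simulated. From the small number of altered genes in its own test with Riborex, the paper proposes that most changes in the LTEE happened at the transcriptional level.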

We note that earlier studies have indicated that Riborex has limited power to detect small to moderate shifts in ribosome densities based on simulated data (Li et al., 2017). Although comparing these simulations to our data is difficult, it is possible that we are failing to detect some of these smaller shifts in gene-specific ribosome densities. Regardless, our results indicate a greater role for changes in factors regulating mRNA abundances than factors regulating mRNA translation.

**Figure 3.**
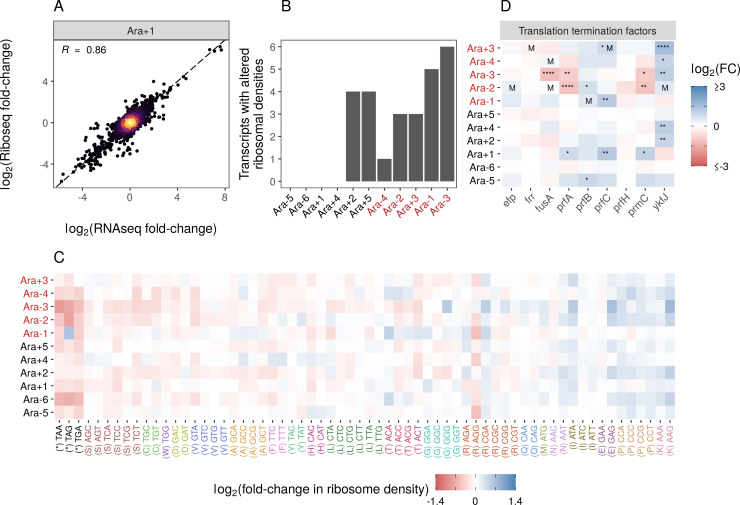
Changes in gene expression at the translational level. (**A**) Translational changes are correlated with transcriptional changes. The relationship between RNA-seq and Ribo-seq fold-changes in Ara+1 (see Figure 3—figure supplement 1A for all evolved lines). (**B**) The distribution of genes with significantly altered ribosome densities (q≤0.01) estimated using Riborex (q≤0.01). (**C**) Evolved lines have faster translation termination. Stop codons had lowered ribosome density compared to all sense codons. Changes in codon-specific ribosome densities in each of the evolved lines relative to the ancestor. Codons are colored according to the amino acid they code for. Amino acids are ordered left to right in order of mean fold-change across the lines. (**D**) Fold-changes in mRNA abundances of translation termination factors and related genes *ykfJ*, *prfH*, *prfA*, *prmC*, *prfB*, *fusA*, *efp*, *prfC*. RNA-seq fold-changes for termination factors, asterisks indicate DESeq2 q-values (blank: p>0.05, *: p≤0.05, **: p≤0.01, ***: p≤0.001 ****: p≤0.0001 and an ‘M’ indicates an SNP in that gene).

**Figure 3—figure supplement 1.**
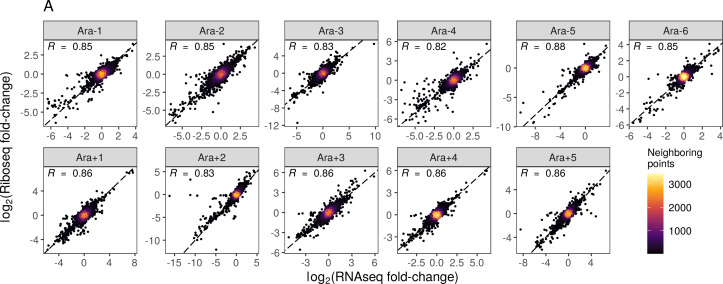
Relationship between RNAseq and riboseq fold-changes for all evolved lines. (**A**) The relationship between RNA-seq fold-changes and Ribo-seq fold-changes in evolved lines.

While Riborex can find gene-specific changes in ribosome densities, Ribo-seq data can also provide codon level resolution, allowing us to perform a detailed analysis of the translation of specific codons or amino acids. We calculated genome-wide average codon-specific ribosome densities (see Codon-specific positioning of Ribo-seq data in Materials and methods, Supplementary file 8) in each of our ancestral and evolved lines and observed a high correlation between replicates (Pearson correlation coefficient *R*>0.98). 

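The codon densities are the paper's own values, from its supplementary table, in which the authors assigned the 3' ends of reads aligned with hisat2 to codons and averaged over genes. Across codons, Pearson's r between the 2 replicates of a line computed from these densities was lowest in Ara-6, at 0.982, and highest in Ara+4, at 0.998.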

When comparing codon densities from each evolved line to the ancestor (Figure 3C), we find that densities at stop codons were lower in evolved lines than in the ancestor, indicating potentially faster translation termination. 

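From the paper's densities, the mean log2 change of the 3 stop codons minus that of the sense codons was -0.23 on average over the 11 evolved lines (SD 0.138 over lines, each a mean of 2 replicates). It ranged from -0.47 in Ara-3 to -0.07 in Ara+4 and was below 0 in 11 of 11 lines (two-sided exact sign-flip permutation test, p = 0.000977, the smallest that 2048 sign patterns allow). The lines share their ancestral libraries, so they are not independent in this test. Using the table's second density column, which includes codons without reads, moved the average most, to -0.32. Without replicate 2 the average was -0.21 and without replicate 1 it was -0.25, with 10 lines below 0 in each case. From the lower densities at stop codons the paper proposes faster termination of translation.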

Importantly, ribosome densities estimated from the same evolved line are not truly independent, violating the assumption of independence for common statistical tests. We used a linear mixed model to account for possible evolved line-specific effects. 

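A linear mixed model with a random intercept and slope per line was fitted to the densities of the paper's first column. It gave a stop codon effect of -0.23 (SE 0.0407), with an intercept of 0.00186 for sense codons. On the column that includes codons without reads, a combination chosen after the values were seen, the effect was -0.32 (SE 0.0685) and the intercept was 0.00465.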

The linear mixed model fit indicates an overall decrease in the ribosome density at stop codons relative to the sense codons, with a mean change in ribosome density (i.e., mean log2 fold-changes between evolved and ancestral lines) of –0.32 and 0.005, respectively. Note that these values represent the population-level fixed effect slope ($\beta_{1}=-0.325$, p<0.05) and population-level fixed effect intercept ($\beta_{0}=0.005$, p=0.4423), respectively. The population-level fixed intercept ($\beta_{0}=0.005$, p=0.4423) indicates the sense codons, on average, experienced no change in ribosome densities between the evolved and ancestral lines (i.e., the mean log fold-changes of ribosome densities was 0). In contrast, the population-level fixed slope ($\beta_{1}=-0.325$, p<0.05) indicates that stop codons, on average, experienced a decrease in ribosome density between the evolved and ancestral lines (i.e., the mean log fold-change of stop codon ribosome densities was –0.325 units lower than the mean log fold-change of sense codon). 

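In the mixed model of the first density column, the effect in single lines ranged from -0.43 to -0.10. In the model of the second column, which includes codons without reads, it ranged from -0.66 to -0.08. Comparing each line with its own ancestor only gave an average difference between stop and sense codons of -0.22.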

Accounting for line-specific effects, the stop codon effect sizes for each evolved line range from –0.088 to –0.657 log fold-change units (relative to sense codons), indicating that stop codons in all evolved lines have a decreased ribosome density compared to the ancestor. This suggests that the translation termination rate increased across all evolved lines (relative to the ancestral line), but this increase was greater in some evolved lines than others. For Ara-1, the TAG codon shows increased density, unlike other lines. This leads to a near-zero random effect size for this line.

Translation termination is one of the rate-limiting steps in translation and is typically much slower than codon elongation rates. Therefore, faster termination might increase the ribosome recycling rates and eventually allow faster translation initiation and protein production (Andersson and Kurland, 1990; Plotkin and Kudla, 2011; Shah et al., 2013). We wondered if faster termination was due to changes in the expression of translation termination factors. 

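Of the translation termination genes, the tables used here pair only prfB (ECB_02723, which encodes release factor 2) with an identifier. It had 406 ± 91.1 CPM in the ancestors (SD, n = 4 libraries), where CPM is a gene's count scaled to the library's total on genes. Its log2 fold-change was above 0 in all 11 lines, from 0.14 (SE 0.23) in Ara+4 to 1.04 (SE 0.27) in Ara-5, with a mean of 0.52. No line passed the threshold by edgeR (lowest adjusted p 0.0419, in Ara-2) or by DESeq2, and 7 lines had an unadjusted p under 0.05. By edgeR, 1 line passed when all 13 lines were fitted together, and likewise without replicate 2 of REL606.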

While some termination factors show increased expression in some lines, no single gene shows a consistent pattern across all lines (Figure 3D). Notably, while faster translation termination may increase ribosome recycling and enable faster growth, it may come at the expense of altering a key regulatory mechanism in translational control. As a result, it remains unclear if these regulatory changes can evolve in more complex environments.

### Functional characterization of DEGs

Thus far, we have only considered the magnitude and source of parallelism in expression changes. In this section, we attempt to functionally characterize the altered genes, identify mutations that might be driving some of these expression changes, and determine how much higher-order entities such as metabolic pathways are altered across the evolved lines. To identify altered functional categories and pathways, we use function and pathway analysis tools such as GO (Ashburner et al., 2000), KEGG (Kanehisa and Goto, 2000), and the BioCyc database pathway perturbation score (PPS, higher numbers indicate stronger alterations to a pathway) (Karp et al., 2019) to assess these features (see Functional analysis in Materials and methods). Because our data suggest that changes in mRNA abundances are the driving force of change in the system, we present results from our RNA-seq data but note that similar results are obtained when using the Ribo-seq data as well (Figure 4—figure supplements 1 and 2). For this section, we treat genes that experienced some form of deletion (complete or containing indels) as downregulated (log2 fold-change = –10) because they no longer produce functional proteins.

Many functional categories were altered across the lines in the KEGG analysis (Supplementary file 9). 

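The flagellar assembly genes were taken as the 20 identifiers that the study lists for this pathway. The study chose them from the same libraries by their change, so their values are a description and not independent evidence. By edgeR, 15 to 17 of the 20 were called lower in each of 10 lines, and in Ara-6 the number was 0 (1 by DESeq2). Their median log2 fold-change ranged from -5.89 in Ara-2 to -2.53 in Ara+1 across the 10 lines and was -0.50 in Ara-6. In a direct contrast of Ara-6 with the other evolved lines, 17 of the genes differed at an adjusted p of at most 0.01 (edgeR), with Ara-6 higher by a median of 4.13 on the log2 scale. The same contrast gave 16 genes in Ara+1, 13 in Ara-2, 12 in Ara+2 and 10 in Ara+4, with medians of 1.70, -1.64, -1.63 and 1.08. In Ribo-seq, too, 0 were called lower in Ara-6.

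**Figure D5:**
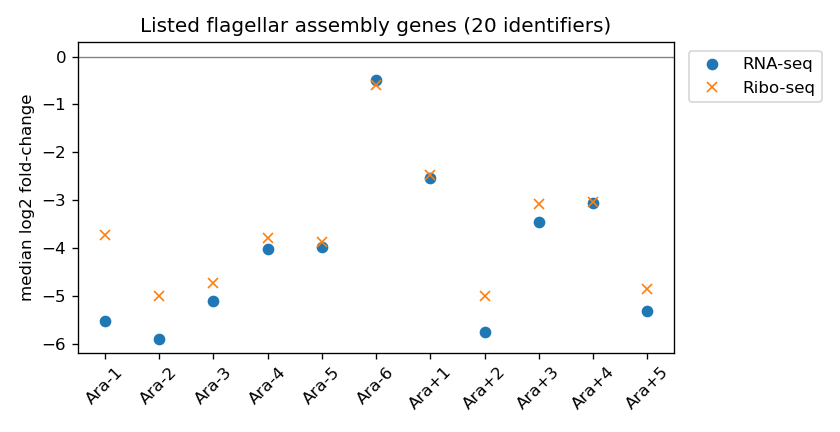
Median log2 fold-change of the 20 listed flagellar identifiers in each of 11 evolved lines, with dots for RNA-seq and crosses for Ribo-seq. Ara-6 lies at -0.50 in RNA-seq and the other lines lie at or under -2.53.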

Consistent with earlier microarray experiments (Cooper et al., 2003), we find that the flagellar assembly genes are significantly downregulated in 10 out of 11 evolved lines (Figure 4A). Consistent with increased growth rates, we also find that many categories related to biosynthetic and metabolic processes involving sugars or amino acids are upregulated. The biosynthesis of nucleotide sugars appears downregulated mainly due to the deletion of many of the genes involved in creating sugars which eventually lead to O-antigen biosynthesis. Many of these sugars are involved in constructing the cell membrane or walls; this could be related to known changes in cell shape and size (Grant et al., 2021). Overall, we find that changes in functional categories were mostly similar across all evolved lines (Figure 4B).

**Figure 4.**
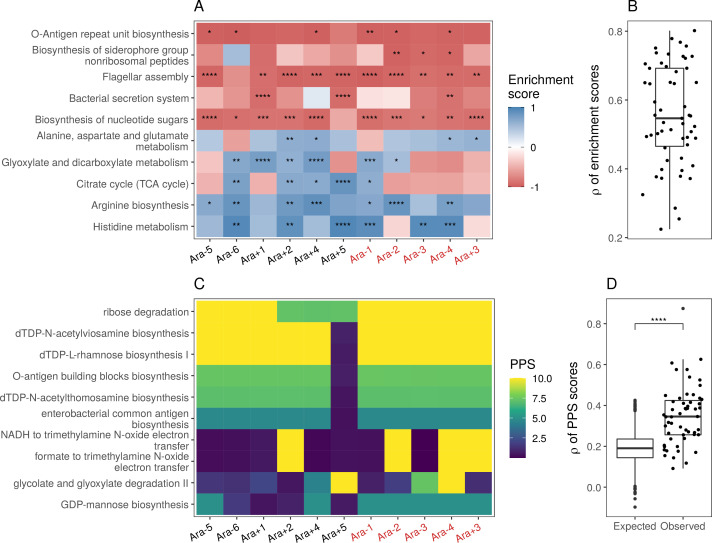
Parallel changes in biological processes and pathways. (**A**) Parallel changes in biological processes and pathways. The top 10 KEGG pathways that were significantly altered (FDR≤0.05) based on RNA-seq data. Enrichment score represents the degree to which a pathway was up- (positive) or downregulated (negative). Functional categories are ordered by increasing mean enrichment score across the lines. Enrichment score represents the degree to which a pathway was up- (positive) or downregulated (negative). (**B**) Distribution of pairwise Spearman’s correlations of enrichment scores of all significantly altered functional categories (FDR≤0.05). (**C**) The top 10 pathways with the highest mean Pathway perturbation scores (PPS) calculated from RNA-seq fold-changes. Higher PPS indicates larger degrees of alteration but does not indicate directionality. (**D**) Distribution of pairwise Spearman’s correlations based on all PPS (observed) compared to 1000 sets of correlations generated from PPS calculated after randomization of fold-changes (expected). The p-value is the result of a Kolmogorov-Smirnov test (blank: p>0.05, *: p≤0.05, **: p≤0.01, ***: p≤0.001 ****: p≤0.0001).

**Figure 4—figure supplement 1.**
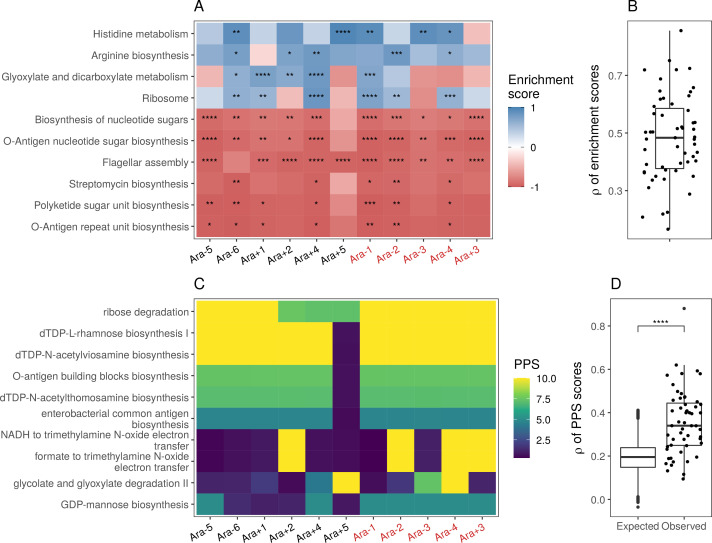
Parallel changes in biological processes and pathways based on Ribo-seq data. (**A**) Parallel changes in biological processes and pathways. The top 10 KEGG pathways that were significantly altered (F⁢D⁢R≤0.05) based on Ribo-seq data. Enrichment score represents the degree to which a pathway was up- (positive) or downregulated (negative). Functional categories are ordered by increasing mean enrichment score across the lines. Enrichment score represents the degree to which a pathway was up- (positive) or downregulated (negative). (**B**) Distribution of pairwise Spearman’s correlations of enrichment scores of all significantly altered functional categories (F⁢D⁢R≤0.05). (**C**) The top 10 pathways with the highest mean pathway perturbation scores (PPS) calculated from Ribo-seq fold-changes. Higher PPS indicates larger degrees of alteration but does not indicate directionality. (**D**) Distribution of pairwise Spearman’s correlations based on all PPS (observed) compared to 1000 sets of correlations generated from PPS calculated after randomization of fold-changes (expected). The p-value is the result of a Kolmogorov-Smirnov test (blank: p>0.05, *: p≤0.05, **: p≤0.01, ***: p≤0.001 ****: p≤0.0001).

**Figure 4—figure supplement 2.**
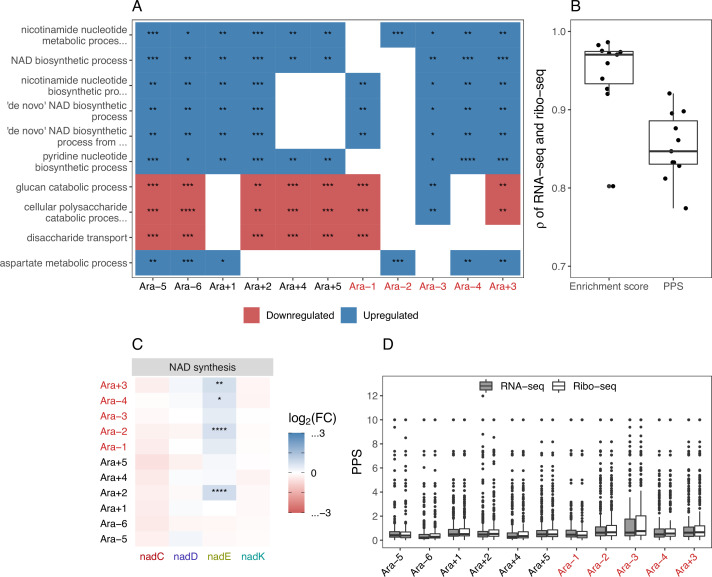
GO and other functional analyses of differentially expressed genes. (**A**) The top 10 GO biological process categories that were significantly altered (Fisher’s exact test ≤ 0.05). White spaces indicate that the category was not significantly altered in that line. (**B**) Spearman’s correlations between the RNA-seq and Ribo-seq enrichment scores within each line. (**C**) RNA-seq fold-changes and DESeq2 q-values for the remaining genes in the nicotinamide adenine dinucleotide (NAD) synthesis pathway shown in Figure 5. Gene names along the x-axis are colored based on operon membership (blank: p>0.05, *: p≤0.05, **: p≤0.01, ***: p≤0.001 ****: p≤0.0001). (**D**) Distribution of RNA-seq and Ribo-seq pathway perturbation scores (PPS) for each line.

While KEGG pathway analysis encompasses molecular interactions and reaction networks, we wondered which specific metabolic reactions were altered across all lines and which ones remained unchanged over 50,000 generations. Because *E. coli* REL606 is annotated in the Biocyc collection of databases, we used their metabolic mapping tool to score pathway alterations with a pathway perturbation score (PPS) in each of the evolved lines (see Functional analysis in Materials and methods for a detailed explanation of the scoring). Similar to the KEGG pathway analysis, we find a high degree of parallelism, even at the level of specific metabolic reactions (Figure 4C and D, Figure 4—figure supplement 2D). Interestingly, four out of five most altered pathways are involved in lipopolysaccharides biosynthesis, a major component of Gram-negative bacteria’s outer membrane. This suggests that the composition of the evolved lines’ outer membrane has significantly changed in addition to changes in cell size and shape. Nonetheless, there is a core set of unaltered pathways, even in clones with a mutator phenotype. Pathways with low PPS, indicating low levels of alteration, included D-serine degradation (mean RNA-seq PPS = 0.13, σ = 0.07), pseudouridine degradation (mean RNA-seq PPS = 0.12, σ = 0.06), and others (see Supplementary file 11 for complete PPS). These may represent pathways with activity levels that cannot be altered or whose alteration provides little to no fitness benefit.

### Mutations to transcriptional regulators explain many parallel expression changes

Given the high degree of parallelism in evolved lines at the gene expression level, we wondered whether some of these patterns could be explained by a parallel set of mutations at the genetic level. Because KEGG, PPS, and GO analyses all identified metabolism and catabolism of various sugars to be significantly altered, we looked at mutations to genes involved in these functional categories. Previous work has shown that depending on the generation sampled, evolved clones grow poorly (20,000th generation) or not at all (50,000th generation) on maltose (Leiby and Marx, 2014). Because maltose is absent from the growth media in the LTEE, maintenance of these transporters is likely unnecessary (Pelosi et al., 2006). Additionally, at 20,000 generations, the transcriptional activator of the operon responsible for maltose metabolism, *malT*, was the frequent target of mutations that reduced its ability to act as a transcriptional factor, and the introduction of *malT* mutations in the ancestor had a fitness benefit (Pelosi et al., 2006). In *E. coli*, *malT* regulates the transcription of several operons – *malEFG* (maltose ABC transporter), *malK-lamB-malM* (*malK*, part of maltose ABC transporter; *lamB*, maltose transporter; *malM*, conserved gene of unknown function, *malPQ* (two enzymes involved in maltose metabolism), and the genes *malZ* (maltodextrin glucosidase) and *malS* (an α-amylase)). 

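Of the maltose genes, 5 are paired with an identifier in the tables used here. malE (ECB_03906), which encodes the periplasmic maltose-binding protein, had 342 ± 101 CPM in the ancestors (SD, n = 4 libraries). Its log2 fold-change by edgeR ranged from -5.84 (SE 0.53) in Ara+2 to -3.97 (SE 0.42) in Ara+3, with adjusted p values of at most 0.00151 in the 11 lines. malP (ECB_03269, 3974 ± 881 in the ancestors, SD) ranged from -6.25 in Ara-2 (SE 0.37) to -2.26 in Ara+4 (SE 0.26), with the highest adjusted p at 0.00278. malQ (ECB_03268, 1402.5 ± 352) ranged from -5.15 in Ara-3 to -2.35 in Ara+4, and malS (ECB_03423, 239 ± 62.6) from -3.48 in Ara-1 to -1.77 in Ara+4. All 4 were called lower in 11 of 11 lines in both RNA-seq and Ribo-seq. With the libraries reduced, malE was called in 6 lines without replicate 1 of the evolved line and in 8 without its replicate 2, and malS in 3 and 4 lines. malQ and malS were each called in 10 lines with the replicate block. malT (ECB_03270, 206 ± 26.3), the activator of the regulon, was tested in 8 lines and called in 0 by edgeR, against 1 line by DESeq2 and 4 lines at an unadjusted p under 0.05. Its log2 fold-change by edgeR ranged from -1.46 in Ara-5 (SE 0.26, adjusted p = 0.0156) to 1.23 in Ara-1 (SE 0.34, adjusted p = 0.0896). malT was not tested in Ara-6, Ara+1 and Ara+2. Its ancestral level passes the low-count filter, so it was left out there as missing from those lines.

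**Figure D6:**
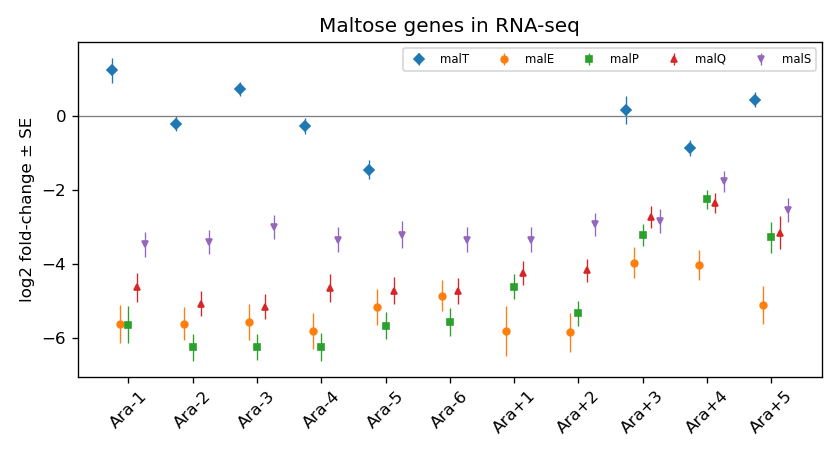
Log2 fold-change of malT, malE, malP, malQ and malS in the evolved lines (RNA-seq, edgeR), with bars of 1 SE. malE, malP, malQ and malS lie below 0 in all 11 lines, and malT lies on both sides of 0 in the 8 lines where it was tested. malT was left out as missing from Ara-6, Ara+1 and Ara+2.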

We find that each of these operons was consistently and significantly downregulated across all lines (Figure 5A). Changes to the *lamB* gene have also been shown to affect susceptibility to phage infection in the LTEE (Meyer et al., 2010).

**Figure 5.**
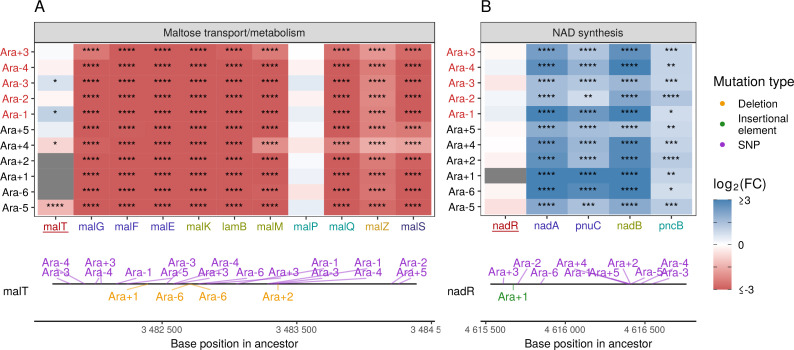
Mutations in transcriptional regulators lead to parallel changes in gene expression. RNA-seq fold-changes for genes belonging to (A) maltose-transport/metabolism and (B) nicotinamide adenine dinucleotide (NAD) biosynthesis. Gene names in each category are colored based on their operon membership. Mutations in transcriptional activator malT decrease expression of its downstream genes/operons. Mutations in transcriptional repressor nadR increase expression of its downstream genes/operons. Asterisks indicate statistical significance of fold-changes (blank: q>0.05, *: q≤0.05, **: q≤0.01, ***: q≤0.001 ****: q≤0.0001). Gray panels in the heatmap indicate gene deletion. Lower panels show the type and location of mutations in each transcription factor.

**Figure 5—figure supplement 1.**
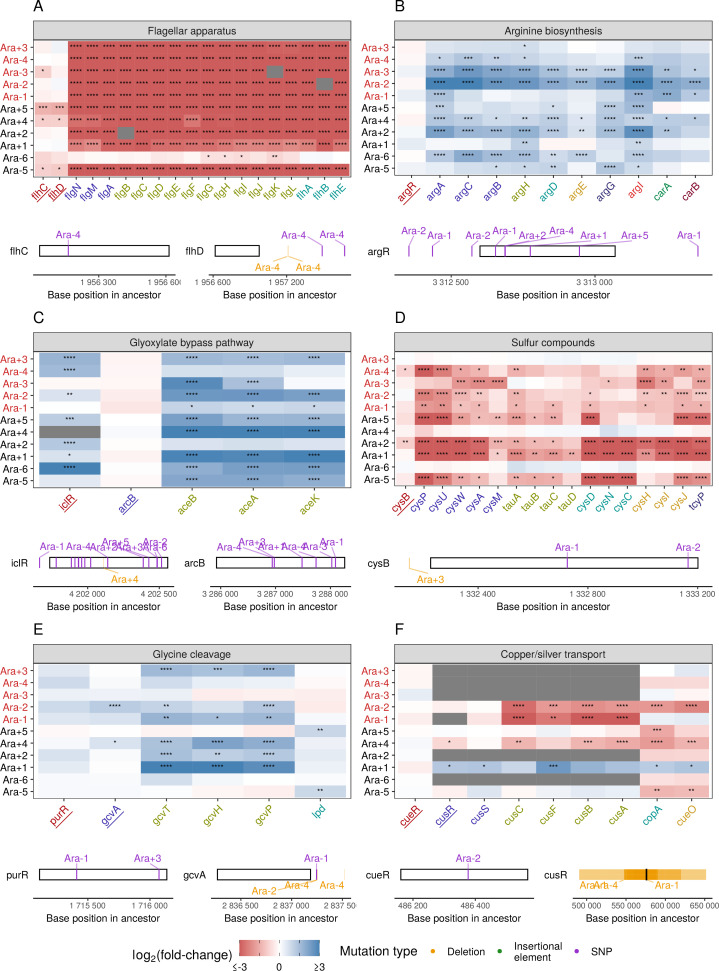
Link between mutations and expression changes for other gene sets. (**A–F**) Mutations in transcriptional regulators lead to parallel changes in gene expression (RNA-seq). Gene names in each category are colored based on their operon membership. Transcription factors for each class of genes are underlined. Asterisks indicate statistical significance of fold-changes (blank: p>0.05, *: p≤0.05, **: p≤0.01, ***: p≤0.001 ****: p≤0.0001). Gray panels in the heatmap indicate gene deletion. Lower panels show the type and location of mutations in each transcription factor.

Many categories related to the molecule nicotinamide adenine dinucleotide (NAD) appeared in our PPS (Figure 4C) and GO results (Figure 4—figure supplement 2A). In the LTEE, *nadR*, a transcriptional repressor of genes involved in NAD biosynthesis, is frequently mutated, with many mutations occurring in its DNA-binding domain (Ostrowski et al., 2008; Woods et al., 2006). All evolved clones used in this study are known to have some mutation in *nadR* (Tenaillon et al., 2016). Given the high frequency of parallel inactivating mutations in *nadR*, these mutations are likely adaptive as they might increase intracellular NAD concentrations leading to faster growth (Ostrowski et al., 2008; Woods et al., 2006). We find that genes directly under the regulation of *nadR* – the *nadAP* operon consisting of *nadA* (quinolinate synthase) and *pnuC* (nicotinamide riboside transporter), and genes – *nadB* (L-aspartate oxidase) and *pncB* (nicotinate phosphoribosyltransferase), were significantly upregulated in all lines (Figure 5B). 

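Of these genes, the tables used here pair only pncB (ECB_00935) with an identifier. It had 218 ± 48.2 CPM in the ancestors (SD, n = 4 libraries). The log2 fold-change was above 0 in all 11 lines, from 0.88 (SE 0.23) in Ara-1 to 1.36 (SE 0.19) in Ara-2. By edgeR it passed the threshold in 2 lines, Ara-2 (adjusted p = 0.00298) and Ara+2 (log2 fold-change 1.27, adjusted p = 0.00717), and the highest adjusted p was 0.121, in Ara-6. The paper's figure marks genes from an adjusted p of 0.05, a level that all lines except Ara-1 (0.0757) and Ara-6 passed by edgeR. All 11 lines had an unadjusted p under 0.05. DESeq2 called 9 lines, and edgeR with all 13 lines in a single fit called 11. The number was 0 without replicate 1 or replicate 2 of the evolved line or without replicate 1 of REL606, and 1 without either replicate of REL607 or with the replicate block. In Ribo-seq, 0 lines passed by edgeR.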

Interestingly, four genes *nadCDEK*, which play various NAD biosynthesis roles in other pathways and are not regulated by *nadR*, were largely unaltered (Figure 4—figure supplement 2C). Concordantly, their transcriptional regulator, *nac*, is rarely mutated, suggesting that there is some specificity to how NAD levels may be increased in the cell.

In addition to linking the effects of specific mutations on gene expression changes in maltose and NAD regulation, we have also identified mutations that likely change the expression of genes involved in arginine biosynthesis, glyoxylate bypass system, and copper homeostasis (Figure 5—figure supplement 1, see Appendix A4). However, several functionally related sets of genes exist, such as flagellar assembly, sulfur homeostasis, and the glycine cleavage system – that have parallel changes in expression levels without any obvious sets of parallel mutations linking these changes (Figure 5—figure supplement 1). The data generated in this study will likely prove to be a rich resource for understanding the metabolic changes that occur over long periods of evolution in a simple environment such as in the LTEE, thereby adding a new dimension to the well-studied mutational changes and gene expression changes described here.

## Discussion

Adaptation to novel environments often takes unique mutational paths even when the tempo and mode of adaptation are similar across populations (Cheng, 1998; Levy et al., 2015; Meyer et al., 2012; Tenaillon et al., 2012; Tenaillon et al., 2016; Therkildsen et al., 2019). This is due, in part, to the fact that most genetic networks are highly redundant and that many mutations have pleiotropic effects. To begin to bridge the gap between parallel fitness gains in a system with mostly unique genetic changes, we wanted to study gene expression – a key link between genotype and fitness. Two key findings from our work are that (i) most of the transcriptome remains unaltered in its relative expression levels and (ii) genes with altered expression levels have remarkably similar changes (magnitude and direction of changes, pathways targeted, etc.) across all evolved lines after 50,000 generations. While parallel changes in expression profiles are perhaps not surprising given the strong selection in a well-specified environment, our work suggests that expression profiles serve as a link between the disparate mutations and similar fitness gains observed in the LTEE. Although our results do not directly implicate these parallel changes in gene expression to improved fitness, the high degree of parallelism across independently evolved populations warrants further investigation into the fitness consequences of these changes. More importantly, this suggests an optimal expression profile in any particular media that supports maximum growth. Expression profile optimization may be a mode of adaptation with each fixed mutation bringing the expression profile closer to this optimum. Nonetheless, the specific mechanisms by which the evolved lines in the LTEE have achieved similar changes in expression remain unclear. Below, we review three key proposed mechanisms that each might contribute partly to the overall story of parallelism in gene expression changes in LTEE: (i) key regulator hypothesis, (ii) chromosomal architecture and DNA supercoiling, and (iii) growth rate-dependent changes.

### Mechanisms driving parallel expression changes

According to the ‘key regulator’ hypothesis, changes to one or a few genes can regulate the activity of many other genes responsible for most of the expression changes. In an earlier study of expression changes in the LTEE (Cooper et al., 2003), it was suggested that mutations to *spoT* observed in 8 out of 12 lines were responsible for many of the observed expression changes. *spoT* is involved in the stringent response pathways (Traxler et al., 2008) and regulates the activity of many genes. However, of the two lines whose expression was surveyed, Ara+1 and Ara-1, only Ara-1 contained a *spoT* mutation. When transferred to the ancestor, the Ara-1 *spoT* mutation did increase fitness by reducing the duration of the lag phase and increasing growth rates and caused similar expression changes in 11 of the 59 genes found to be altered in both Ara+1 and Ara-1. This means that other mutations in both lines were necessary to achieve changes in the remaining genes. Like *spoT*, ribosomal proteins and *rpoD* (the beta subunit of RNA polymerase) have also evolved faster than other genes in the LTEE (Maddamsetti et al., 2017). Mutations in these genes can have large pleiotropic effects and might contribute substantially to parallelism in observed expression changes.

DNA supercoiling is known to play a strong role in regulating transcription (El Houdaigui et al., 2019). All the evolved lines have mutations in genes related to chromosomal architecture, such as *fis*, topoisomerase A and B, or other genes which contribute to parallel changes in DNA superhelicity (Crozat et al., 2010). *Fis* was also part of the set of fast-evolving genes (Maddamsetti et al., 2017), suggesting that changes to chromosomal architecture are a target of selection in the system. Parallel mutations in genes affecting chromosomal architecture might also explain why we observe parallel expression changes in several pathways, such as sulfur homeostasis, despite the lack of parallel mutations in transcription factors that directly regulate them (Figure 5—figure supplement 1D).

While the above two mechanisms might be driving many parallel changes in expression levels, changes in the expression of some genes might simply be a consequence of faster growth. Expression levels of many genes in bacteria scale with growth rate (Klumpp et al., 2009; Macklin et al., 2020) to maintain stoichiometric concentrations. As a result, simply increasing the growth rate of replicate cultures of bacteria might produce similar expression profiles. Disentangling the effects of growth rate and genetic changes on gene expression is difficult, and therefore, we need to be cautious in over-interpreting the role of mutations in driving parallel expression changes.

### On the lack of observed translational changes

Given the universality and importance of translation to life (Bernier et al., 2018), it is surprising that we detect few translational changes over 50,000 generations of adaptation. Bacteria possess polycistronic genes, where many proteins are translated from a single mRNA, typically belong to the same pathway or protein complex, and are translationally regulated (Li et al., 2014). Therefore, it is likely that any additional translational changes to genes in an operon might disrupt the stoichiometric balance of proteins in a metabolic pathway or protein complex. It is also likely that the dynamic range of translational changes is smaller than transcriptional changes in bacteria (Cambray et al., 2018; Li et al., 2014; Goodman et al., 2013) or that it might take much longer than the time scales of LTEE to observe such changes.

### Conclusions

The LTEE remains a rich source for studies of evolution. Our work suggests that alterations to the global transcriptional profile is a mode of adaptation in the LTEE and that specific categories of genes have undergone similar expression changes across the lines. However, as described above, relating gene expression changes to specific mutations in LTEE is far from perfect. This is further compounded by the fact that half of the evolved lines in LTEE have a hypermutable phenotype. These genotypes have 100-fold higher mutational load than their non-mutator counterparts. It is remarkable that despite a higher mutational burden, expression patterns between mutator and non-mutator lines are highly correlated, suggesting that the bulk of the additional mutations are indeed passenger mutations (Good et al., 2017). While our current study has focused on expression patterns in the exponential phase, populations in the LTEE spend a significant amount of time in the stationary phase before serial transfer. However, it remains unclear if we would observe a similar level of parallelism in the stationary growth phase or how similar the expression profiles might be across distinct growth phases. Finally, the analyses undertaken here have focused on single clones from each of the evolved lines. However, each evolved population has many distinct genotypes and segregating mutations. Taking a single-cell sequencing approach, while still challenging in bacteria (Imdahl and Saliba, 2020), should provide a better understanding of gene expression evolution in LTEE. Lab evolution experiments combined with high-throughput multi-level sequencing approaches offer a rich resource for studying the molecular mechanisms underlying complex adaptations and provide insights into the repeatability of evolution.

## Materials and methods

### Bacterial cell culture, recovery, and lysis

We used the following clones for generating RNA-seq and Ribo-seq datasets: Ara-1 – 11330, Ara+1 – 11392, Ara-2 – 11333, Ara+2 – 11342, Ara-3 – 11364, Ara+3 – 11345, Ara-4 – 11336, Ara+4 – 11348, Ara-5 – 11339, Ara+5 – 11367, Ara-6 – 11389, Ara+6 – 11370. Bacteria were cultured in medium as per the recipe on the LTEE website (http://myxo.css.msu.edu/ecoli/dm25liquid.html) supplemented with 4 g/L glucose instead of the typical 25 mg/L. Each culture was grown in 50 mL in a shaking incubator at 37°C at 125 rpm until an OD600 of 0.4–0.5 was reached. This took between 1.5 and 4 hr, depending on the line. Cells were recovered via vacuum filtration and immediately frozen in liquid nitrogen (LN2). Frozen pellets were stored at –80°C until lysis. A mortar and pestle were chilled to cryogenic temperatures with LN2 for lysis. The pellet was ground to a powder while submerged in LN2. Once pulverized, 650 µL of lysis buffer was added to each sample and ground further. Lysis buffer contained the following: 20 mM Tris pH 8, 10 mM MgCl_2_, 100 mM NH_4_Cl, 5 mM CaCl_2_, 1 mM chloramphenicol, 0.1% v/v sodium deoxycholate, 0.4% v/v Triton X-100, 100 U/mL DNase I, 1 µL/mL SUPERase-In (Thermo Fisher Scientific AM2694). The frozen lysate was allowed to thaw until liquid, then incubated for 10 min on ice to allow complete lysis. Afterward, the lysate was centrifuged at 20,000× *g* for 10 min at 4°C, and the supernatant recovered and transferred to a new tube. Each sample was split into two for RNA-seq and Ribo-seq libraries.

### RNA-seq library preparation

Lysate destined for RNA-seq libraries was subjected to total RNA extraction using the Trizol method (Thermo Fisher Scientific 15596026) as per the manufacturer’s instructions. RNA was quantified using UV spectrophotometry. We used the ERCC RNA Spike-In Mix (Thermo Fisher Scientific 4456740) in library preparation. For RNA-seq libraries, 3 µL of a 1:100 dilution of the set 1 oligos was added to the first replicate and 4 µL to the second replicate. The spike-ins were added directly to the lysate destined for RNA-seq before Trizol-based RNA extraction. Two µg of RNA with ERCC controls were subjected to fragmentation in a buffer containing final concentrations of 1 mM EDTA, 6 mM Na_2_CO_3_, and 44 mM NaHCO_3_ in a 10 µL reaction volume for 15 min at 95°C. Five µL of loading buffer (final concentrations of 32% v/v formamide, 3.3 mM EDTA, 100 µg/mL bromophenol blue) was added to each sample, and the resulting 15 µL mixture was separated by gel electrophoresis with a 15% polyacrylamide TBE-urea gel (Invitrogen EC68852BOX) at 200 V for 30 min. Gels were stained for 3 min with SYBR Gold (Thermo Fisher Scientific S11494), and the region corresponding to the 18–50 nucleotide fragments was excised. We excised this region so that we would have similarly sized fragments for both RNA-seq and Ribo-seq libraries. RNA was recovered from the extracted fragments by adding 400 µL a buffer containing 300 mM sodium acetate, 1 mM EDTA, and.25% w/v SDS, and freezing the samples on dry ice for 30 min. Then, samples were incubated overnight on a shaker at 22°C; 1.5 µL of GlycoBlue (Thermo Fisher Scientific AM9515) was added as a co-precipitant, followed by 500 µL of 100% isopropanol. The samples were chilled on ice for 1 hr and then centrifuged for 30 min at 20,000× *g* at 4°C. The supernatant was removed, and the pellet was allowed to air dry for 10 min. The pellet was resuspended in 5 µL of water, and 1 µL was used to check RNA concentration via UV spectrophotometry.

### Ribo-seq library preparation

Lysate destined for Ribo-seq was incubated with 1500 units of micrococcal nuclease purchased from Roche (catalog number 10107921001) and 6 µL of SUPERase-In at 25°C for 1 hr and shaken at 1400 rpm. Two µL of.5 M EGTA pH 8 was added to quench the reaction, which was then placed on ice. The reaction was centrifuged over a 900 µL sucrose cushion (final concentrations of 20 mM Tris pH 8, 10 mM MgCl_2_, 100 mM NH_4_Cl, 1 mM chloramphenicol, 2 mM DTT, 9 M sucrose, 20 U/mL SUPERase-In) using a Beckman Coulter TLA100 rotor at 70,000 rpm at 4°C for 2 hr in a 13 mm × 51 mm polycarbonate ultracentrifuge tube (Beckman Coulter 349622). The sucrose solution was removed from the tube, and the pellet was resuspended in 300 µL of Trizol, mixed by vortexing, and RNA was extracted according to the manufacturer’s protocol. Samples were then separated by gel electrophoresis and purified in the same manner as for RNA-seq.

### Unified library preparation

Once fragments were obtained from RNA-seq and Ribo-seq samples, they could be subject to a unified library preparation protocol as in Chatterji et al., 2018; Gupta et al., 2019. In total, eight pooled libraries were prepared, with a final library structure of 5’ adapter – 4 random bases – insert – 5 random bases – sample barcode – 3’ adapter. The randomized bases function as UMIs for deduplication.

### ERCC spike-in controls and modeling

The ERCC RNA Spike-In Mix (Thermo Fisher Scientific 4456740) was used in library preparation. For RNA-seq libraries, 3 µL of a 1:100 dilution of the set 1 oligos was added to the first replicate and 4 µL to the second replicate. The spike-ins were added directly to the lysate destined for RNA-seq before Trizol-based RNA extraction. The file ‘absolute_counts.Rmd’ contains the code for the linear modeling using the ERCC data.

### CFU determination

Before recovery, 1 mL of culture was extracted for CFU determination. LB agar plates were used for colony growth. We performed a dilution series of that 1 mL culture from 1:10 to 1:1e6 in increments of 10; 100 µL of each dilution was spread on a plate and incubated overnight at 37°C. We determined CFU counts manually from the most appropriate dilution for each culture, usually between 1:1e3 and 1:1e6 dilutions.

### Optical microscopy

Liquid cultures were grown at 37°C with aeration, unless otherwise indicated, in DM25 medium (Davis minimal broth supplemented with glucose at a concentration of 25 mg/L) (Lenski et al., 1991). Before each experiment, clones were grown in liquid cultures in DM25 medium overnight at 37°C with aeration. OD600 of the cultures were 0.1–0.3. Microscope slides were prepared with 1% agarose pads, and cells were imaged by microscopy. Phase-contrast microscopy was performed using an Olympus IX81 microscope with a 100 W mercury lamp and ×100 NA 1.35 objective lens; 16-bit images were acquired with a SensiCam QE cooled charge‐coupled device camera (Cooke Corp.) and IPLab version 3.7 software (Scanalytics) with 2×2 binning. Analysis of the images was performed with ImageJ (Abràmoff et al., 2004) and the MicrobeJ plugin (Ducret et al., 2016).

### Sequencing data processing

Raw sequencing data is deposited in the GEO database under the ascension GSE164308. Code for all data processing and subsequent analysis can be found in a series of R markdown documents uploaded to GitHub (https://github.com/shahlab/LTEE_gene_expression_2; Favate, 2022; copy archived at swh:1:rev:b8fd5632d258bc78ae136208ef1ad1fe6d359483). The file titled ‘data_processing.Rmd’ contains the code for processing the raw sequencing data. Briefly, the following tools were used to remove adapters (cutadapt, Martin, 2011), deduplicate (BBtools dedupe.sh script), and demultiplex (FASTX-toolkit barcode splitter script) the data. Only reads of at least 24 nucleotides in length after trimming were retained for alignment. Transcript quantification for both sequencing-type datasets was performed with kallisto (Bray et al., 2016). hisat2 (Kim et al., 2019) was used to align Ribo-seq data for analyzing changes at specific codons. For this analysis, alignment was performed against a custom transcriptome that padded each coding region with 25 nt on the 3’ and 5’ ends to allow for better mapping of ribosomes at the start and stop codons.

### Differential expression analysis of gene expression

Code for this section can be found in the file ‘DEseq2.Rmd’. We used DEseq2 (Love et al., 2014) with the ‘apeglm’ normalization (Zhu et al., 2019) for differential expression. In estimating fold-changes, we compared the four replicates of the ancestors (two each from ancestors of Ara+ and Ara-) to two replicates of each of the evolved lines. Because some genes in some lines contained indels or were deleted entirely, some transcripts were missing from the transcriptome fastas used to create indices for alignment. We added these genes back to Kallisto’s counts with estimated counts of 0 and assigned them fold-changes of NA. Count matrices containing identical complements of transcripts were used in the differential expression analysis for each line, such that all evolved lines had the same complement of genes as the ancestors.

### Change in ribosomal density analysis

We used Riborex (Li et al., 2017) to analyze changes in ribosomal density. The same count matrices used for DEseq2 were used here, and comparisons were made in the same manner of four ancestral samples (two lines, two replicates each) to two evolved clones (one line, two replicates). The code for this section can be found in the file ‘riborex.Rmd’.

### Linear mixed modeling for changes in ribosome density

Code for this section can be found in ‘fig_3.Rmd’ under the ‘Modeling’ heading. Briefly, we fit linear mixed models using the ‘lme’ function from the R package ‘nlme’ to test if stop codons showed a larger decrease in ribosome densities (relative to the ancestor) as compared to the sense codons. Briefly, linear mixed models perform linear regression allowing for fixed effects (i.e., a population-level effect) and potential random effects (i.e., effects restricted to pre-specified subpopulations of the data). In this case, the random effects correspond to evolved line-specific effects on log2 ribosome density fold-changes. We fit various linear mixed models allowing for different constraints on the random effect slopes and intercepts, as well as an ordinary linear regression (i.e., no random effects across evolved lines) as the null model. Models were compared using the Akaike information criterion (AIC): the model with the lowest AIC score is generally considered the best model. Although we identified three linear mixed model fits that had similar performance based on the AIC score (i.e., the difference in AIC scores was less than 2), we chose to use the simplest model, which allowed for uncorrelated random effect intercepts and slopes. This model also happened to be the model with the lowest AIC score. For comparison, this model was approximately 27 AIC units better than the ordinary linear regression.

### Codon-specific positioning of Ribo-seq data

Code for this section can be found in the file ‘codon_specific_densities.Rmd’. It has been shown that mapping bacterial Ribo-seq reads by their 3’ ends is more accurate than 5’ mapping (Mohammad et al., 2019), so we mapped the A-site position of a read by using a fixed offset of 37 nt (12 nt offset+25 nt addition to transcript ends). To calculate ribosome densities on a codon for a gene, the number of reads mapping to a codon was normalized to the total number of reads mapping to that gene in a replicate and line-specific manner. Genome-wide codon density is calculated by taking genes with at least 100 reads mapping to them and taking the average number of normalized reads mapping to each codon across that set of genes as the genome-wide codon density. Three nucleotide periodicity is determined in the file ‘3nt_periodicity.Rmd’.

### Functional analysis

We used three different functional analysis methods – GO (using the R package topGO), KEGG (using the R package clusterprofiler; Yu et al., 2012), and PPS (Karp et al., 2019). The code for each of these analyses can be found in the Rmd files named ‘go.Rmd’, ‘kegg_analysis.Rmd’, and ‘manual_PPS.Rmd’, respectively. PPS are calculated as follows: each pathway is composed of at least one reaction, and each reaction is completed by at least one enzyme. First, a reaction perturbation score is calculated for each reaction in a pathway, defined as the absolute value of the largest fold-change of an enzyme associated with that reaction. To calculate PPS, for a pathway having *N* reactions, PPS = sqrt(($\Sigma \,R\,P\,S^{2}$)/*N*). Additionally, a document titled ‘kegg_sensitivity.Rmd’ tests the effects of adding deletions to our analysis.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE164308. All data generated or analyzed during this study are included in the manuscript and supporting file; Source Data files have been provided for all figures. Code for all data processing and subsequent analysis can be found in a series of R markdown documents uploaded to GitHub https://github.com/shahlab/LTEE_gene_expression_2 (copy archived at swh:1:rev:b8fd5632d258bc78ae136208ef1ad1fe6d359483). The following dataset was generated: FavateJ LiangS YadavaliS ShahP 2022Landscape of transcriptional and translational changes over 22 years of bacterial adaptationNCBI Gene Expression OmnibusGSE16430810.7554/eLife.81979PMC964581036214449

## Appendix 1

### A1. Determination of Ara-2 ecotype

Analysis for determination of Ara-2 ecotype can be found in the file ‘araM2_ecotype.Rmd’. Briefly, we compared mutations in our clones to the mutations determined in Plucain et al., 2014. Our clone of Ara-2 does not possess mutations in the arcA or gntR genes. We also compared mutations in our clone against the list of mutations unique to the S or L ecotype and found that our clone possesses many mutations unique to the L type but not the S type. Finally, Le Gac et al., 2012, found two large 35 and 41 kilobase deletions in the S lineage at 40,000 generations, neither of which are present in our clone at 50,000 generations.

### A2. The potential effects of increased sugar in the culture medium

The LTEE media recipe uses 25 mg/L glucose. However, this low glucose environment leads to low cell densities and constrains our ability to generate matched RNA-seq and Ribo-seq samples with sufficient depth to perform genome-wide analyses from the same culture. To overcome limitations of cell densities, we used 4 g/L, the amount of sugar specified in the agar recipe used for solid growth assays on the LTEE website (http://myxo.css.msu.edu/ecoli/dmagar.html). The increased glucose level in our medium is expected to affect the final cell density rather than the growth rate during the exponential phase. Additionally, though our experiment takes place 30,000 generations after the Cooper et al., 2003, study, we observe similar patterns in expression changes (Figure 1—figure supplement 3A). This suggests that some patterns may have reached fixation long ago and that bacteria may behave similarly across the two experiments. Finally, even in the case where the increased glucose has altered the physiology of cells in our cultures, the fact that we see parallel patterns of differential expression relative to the ancestor in each evolved line indicates that we are observing heritable differences from the ancestor.

### A3. Absolute abundances and CFU counts

We used CFUs of our cultures as a measure of cell densities to generate each library. However, filamentation of cells in our cultures can bias our estimates of cell densities since it remains unclear whether a colony was initiated from a single cell or a filament. In our data, volume increases are best correlated with length or aspect ratio as opposed to width (Figure 2—figure supplement 1C). This suggests that while some volume increases are truly individual cells getting larger, exceptionally large cells are likely chains. In the absence of absolute changes, simply undercounting the number of cells would also produce the observed results. Removal of large, presumably filamentous cells using the same filtering metric as in Grant et al., 2021 (0.21 fL ≤ volume ≤ 5.66 fL, Figure 2—figure supplement 1B) has little effect on our median cell volumes and hence does not affect results that use the median volume, such as those in Figure 2E. That said, the amount of transcripts estimated from our data is well over what is believed to be present inside a bacterium (Moran et al., 2013), so CFUs likely underrepresent the number of cells used to make each library. Moreover, a CFU assay only considers living cells, whereas dead cells, depending on their time of death relative to collection time, could also contribute to RNA abundance but not CFUs.

### A4. Analysis of altered pathways

Flagellar assembly was the top category in the KEGG results, and categories relating to motility or flagella were frequent in the PPS and GO analyses. Flagella are used for motility and allow bacteria to move to new environments when necessary. Downregulation of flagellar genes is a common adaptation in laboratory-based evolution experiments (Edwards et al., 2002) and was a principle finding in Cooper et al., 2003. 

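Of the flg and flh genes, flgA (ECB_01068) and flhA (ECB_01850) are paired with an identifier in the tables used here. In the ancestors they had 616 ± 162 and 879 ± 15.5 CPM (SD, n = 4 libraries). By edgeR, both were called lower in 10 lines. flgA ranged from -5.91 (SE 0.39) in Ara-2 to -2.97 in Ara+1 (SE 0.39) and Ara+4 (SE 0.37) on the log2 scale, and flhA from -5.11 (SE 0.25) in Ara-1 to -2.43 (SE 0.29) in Ara+1. In Ara-6 the log2 fold-changes by edgeR were -0.18 for flgA (SE 0.28, adjusted p = 0.840) and 0.20 for flhA (SE 0.21, adjusted p = 0.731).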

We also observed downregulation of the *flgBCDEFGHIJK*, *flgAMN*, and *flhABE* operons in all but one evolved line (Figure 5—figure supplement 1A, upper panel). These operons contribute various proteins to the flagellar apparatus and are regulated in part by the transcription factors *flhC* and *flhD*, which themselves have complicated regulation dictated by various environmental factors (Soutourina and Bertin, 2003). *flhC* and *flhD* are downregulated in three of the evolved lines but mostly unaltered in the others. These genes are rarely mutated in the clones used in this study (Figure 5—figure supplement 1A, lower panel). Because *E. coli* B is thought to be non-motile (Jeong et al., 2009), it’s likely that the downregulation of these genes is due to the removal of an unnecessary function and was fixed early on in the experiment. The lack of parallel changes in transcriptional regulators *flhCD* suggests that other mechanisms may play a part in causing the downregulation of these genes.

Terms relating to arginine and other amino acids were common in our results. 

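2 arginine genes besides the regulator are paired with an identifier in the tables used here. argA (ECB_02666, N-acetylglutamate synthase, the first step of the pathway) had 161 ± 30.7 CPM in the ancestors (SD, n = 4 libraries). By edgeR it was called higher in 5 lines, with log2 fold-changes of 3.28 in Ara-2 (SE 0.18), 2.30 in Ara+2 (SE 0.22), 1.97 in Ara-3 (SE 0.18), 1.39 in Ara+4 (SE 0.19) and 1.19 in Ara+5 (SE 0.19). In Ara+1 the value was 0.19 (SE 0.21, adjusted p = 0.590 by edgeR). DESeq2 called 7 lines. The number was 3 without either replicate of the evolved line and without either replicate of REL607, and also 3 with the replicate block. carB (ECB_00037, carbamoyl phosphate synthase) had 1220.21 ± 545 in the ancestors and was called by edgeR in 0 lines, with 7 lines at an unadjusted p under 0.05 and 1 line called by DESeq2. Its largest log2 fold-change by edgeR was 2.06 in Ara-2 (SE 0.40, adjusted p = 0.0103). Without replicate 2 of REL606 it was called in 1 line.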

We found that genes related to arginine synthesis were statistically significant and upregulated in many lines (Figure 5—figure supplement 1B). Upregulation of genes in amino acid synthesis pathways could increase intracellular amino acid amounts, allowing faster translation and leading to faster growth. 

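argR (ECB_03097) had 107 ± 27.1 CPM in the ancestors (SD, n = 4 libraries). Its log2 fold-change lay between -0.28 (SE 0.26) in Ara+4 and 0.50 (SE 0.28) in Ara+1, with a lowest adjusted p of 0.292. It was called in 0 lines by edgeR and in 0 by DESeq2, and 0 lines had an unadjusted p under 0.05. In Ribo-seq, 0 lines passed by edgeR.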

Alternatively, the arginine synthesis pathways have many intermediate molecules which can be fed into other metabolic pathways, one of which could also allow faster growth. *argR*, which represses transcription of these genes when L-arginine is abundant (Caldara et al., 2006), frequently contains mutations in or around its coding sequence and is unaltered in its expression. As such, some of these mutations may have disabled the repressive ability of *argR*, leading to the increased expression we observe here.

The glyoxylate bypass system allows *E. coli* to utilize acetate as a carbon source. It is composed of the *aceBAK* operon and is regulated by *iclR* and *arcAB* (Okamura-Ikeda et al., 1993). Acetate is a metabolic by-product but can be returned to central carbon metabolism for biosynthetic reactions by this system. Previous studies have shown that mutations in *iclR* and *arcB* cause derepression of their target genes are beneficial in the LTEE (Quandt et al., 2015). Consistent with these results, we found that the *aceBAK* operon was upregulated in 9 of 11 evolved lines (Figure 5—figure supplement 1C). This confirms the hypothesis from Quandt et al., 2015, that mutations to *iclR* and *arcB* derepress enzymes involved in acetate metabolism.

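Of this operon, aceB (ECB_03886) and aceA (ECB_03887) are paired with an identifier in the tables used here. In the ancestors they had 109 ± 37.2 and 84.3 ± 26.0 CPM (SD, n = 4 libraries). By edgeR both were called higher in 8 lines, all but Ara-1, Ara-4 and Ara+2. The change was largest in Ara+4, with log2 fold-changes of 6.23 for aceB (SE 0.29) and 6.04 for aceA (SE 0.27). In Ara-1, Ara-4 and Ara+2 they lay between 0.78 and 1.11 for aceB, with adjusted p values from 0.0699 to 0.152. Fitting all 13 lines together, edgeR called aceB in 9 lines and both genes in 8. aceB was called in 4 lines without either replicate of the evolved line, and in 5 without either replicate of REL606 or without replicate 2 of REL607, and likewise with the replicate block. aceA was called in 3 lines without replicate 1 of the evolved line, in 4 without its replicate 2 and in 3 without replicate 1 of REL606. In Ribo-seq each was called in 6 lines. iclR (ECB_03890), the repressor of the operon, had 59.0 ± 7.98 CPM in the ancestors and was called higher by edgeR in 5 of the 10 lines where it was tested, most in Ara-6 (3.81, SE 0.18). iclR was not tested in Ara+4, the line with the largest change of aceB and aceA. Its ancestral level passes the low-count filter, so it was left out there as missing from that line. It was called in 3 lines without either replicate of the evolved line and in 4 with the replicate block.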

Sulfur is a critical component of many biological molecules, like amino acids, and participates in creating other structures like iron-sulfur cluster proteins. Organic sulfur is transported across the cell membrane by proteins from the *cysPUWAM* operon, which encodes for a sulfate/thiosulfate importer (Sirko et al., 1995), the *gsiABCD* operon which encodes for a glutathione importer (Suzuki et al., 2005), the *tauABCD* operon which codes for a taurine importer (Eichhorn et al., 2000), and *tcyP*, the major L-cysteine importer (Chonoles Imlay et al., 2015). We found that many of these genes were downregulated in many lines (Figure 5—figure supplement 1E). The *cysB* gene positively regulates these genes and was downregulated in most lines and contained few mutations. The sources of organic sulfur in the medium used in the LTEE are ammonium and magnesium sulfate, for which the *cysPUWAM* operon functions as the importer. The mechanism and reasons for alterations to these operons remain unclear. One hypothesis is that the amount of organic sulfur in the medium is sufficient to allow the downregulation of sulfur transport systems without impacting downstream pathways that require sulfur and negatively impacting growth, thus saving energy by not transcribing or translating them.

Glycine plays a role in protein construction and can be a building block for other metabolic pathways such as one-carbon metabolism or serine synthesis (Okamura-Ikeda et al., 1993; Wilson et al., 1993). We found that the *gcvTHP* operon, which encodes for proteins in the glycine cleavage system, was upregulated in many of the evolved lines. Increases in the levels of compounds involved in this set of reactions may directly increase growth rates. Though some mutations exist in and around transcriptional regulators of these genes, their effects are unclear. Whether changes to these genes are due to changes in their transcription factors or other changes, the upregulation of these genes in many lines suggests that it may be beneficial.

Copper and silver have antibacterial properties (Ingle et al., 2014), and bacteria have evolved systems to mitigate toxicity from these elements. The *cusCFBA* operon, regulated by the *cusRS* sensor kinase, codes for proteins that transport copper and silver ions out of the cell (Nies, 2003). Additionally, the cytoplasmic copper chaperone *copA*, regulated by *cueR* (Meydan et al., 2017), and *cueO* (multicopper oxidase; Grass and Rensing, 2001) regulate copper homeostasis in the cell. These genes contained deletions in five of our clones and were downregulated in three of the six lines where they remained (Figure 5—figure supplement 1F). Overall, eight of the eleven lines surveyed here had defects in these systems. This suggests that these genes may be selected for removal or downregulation. In contrast to natural environments, the laboratory environment is likely free of copper and silver, rendering these systems dispensable. That said, because many of these genes are casualties of large deletions, it’s not obvious which genes, if any, provide a fitness benefit in the system.

How the deposited data were processed for this re-analysis (not part of the article)

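RNA-seq and Ribo-seq were measured in clones of 11 evolved lines of the LTEE at generation 50000 and in the ancestors REL606 and REL607, with 2 biological replicates of each, which makes 52 libraries. A further evolved line, Ara+6, was not analysed here. RNA-seq and Ribo-seq libraries of a replicate came from one culture. The libraries were prepared in 8 pools, each of which holds one replicate of the Ara- or of the Ara+ lines with their ancestor.

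The authors removed adapters with cutadapt, removed PCR duplicates with BBtools using the random bases of the linkers, separated samples with the FASTX-toolkit and quantified reads with kallisto against a transcriptome of each clone. The versions of these tools are not given in the sources used here. The deposited values are estimated counts per transcript, which the authors rounded to whole numbers. Genes missing from a clone's transcriptome, because they were deleted or contained indels, were added back by the authors with a count of 0. The authors also deposited TPM, computed within each library over all transcripts, including 84 tRNAs and 92 ERCC spike-ins as well as 4216 genes. The paper's supplementary tables were used for the number of CFU per library, the concentrations of the spike-ins, the codon densities, the flagellar gene list and the pairing of gene identifiers with names. The table of names is held here in a shortened form, with 1003 rows and 924 gene names. The gene table of E. coli K-12 MG1655 (assembly ASM584v2, 4651 rows read) matched 0 of the identifiers and was not used, so no coordinates are given.

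Counts on genes ranged from 640428 to 4262833 per RNA-seq library and from 813193 to 7141395 per Ribo-seq library of the evolved lines, and from 1422670 to 2868813 over the ancestral Ribo-seq libraries. These totals come from reads with random bases, from which duplicates were removed. tRNAs took 27.9% to 53.9% of the RNA-seq counts of evolved libraries and 52.7% to 58.7% in the ancestors, and they were left out of library sizes and tests together with the spike-ins.

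The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) with TMM normalization and the default filter on low counts. In each fit the 2 libraries of an evolved line were compared with 4 ancestral libraries, and genes with a Benjamini-Hochberg adjusted p of at most 0.01 were called. SE of a log2 fold-change was taken as its size divided by the square root of the F statistic. Genes with a count of 0 in all 4 libraries of a line (both replicates and both kinds) were left out as missing from that line, which applied to 954 genes in at least 1 evolved line. DESeq2 1.42.0 with apeglm 1.24.0, the authors' choice, was run as an alternative. For single genes, CPM is the count divided by the library's total on genes, without TMM. Ribosome density was tested as the interaction of library kind and line in one edgeR model per line.

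Molecules were computed from a regression, within each library, of log10 molecules of spike-in added on log10 TPM, with 3 μL (replicate 1) or 4 μL (replicate 2) of a 1:100 dilution added. They were divided by the paper's CFU and summed over genes. The line means were compared by exact permutation tests. Stop codon densities were compared as the mean log2 ratio to the ancestors of 3 stop codons minus that of sense codons, with an exact sign-flip test over lines and with a mixed model (nlme 3.1.168). The remaining computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

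The tests across genes were tested on simulated counts drawn from the means and library sizes of the real libraries, with 200 genes changed by a known amount. The comparisons of evolved lines share their ancestral libraries, so 50 sets of unchanged lines were simulated against the real ancestral libraries. Reads of near-identical gene copies can be split between the copies by the counting. There were 36 genes with such signs, found from an equal length and counts equal within 1 count in over 80% of libraries with counts, and none of the genes named in the text is among them.

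The genes named in the text follow a rule written before the data were examined, although the paper's figures had been seen, apart from 3 genes with altered ribosome density (ECB_01542, ECB_02572 and ECB_02599), which fall outside it and were named after their values were seen. It takes every gene that the paper's results, its Appendix on regulators or its figures name in the sets maltose, NAD, flagella, arginine, glyoxylate, sulfur, glycine, copper and termination, where a table pairs the name with an identifier. These sets hold 94 names, most of them not paired in the tables held here. The rule adds the 5 genes with the highest and the 5 with the lowest mean log2 fold-change among those changed in the same direction in at least 10 lines, and the genes with altered ribosome density in at least 3 lines. In all it gave 25 genes, including 5 without a paired name. Of the other genes of the rule, arcB, cysB and cusR were called in 0 lines by edgeR, with 1, 3 and 2 lines at an unadjusted p under 0.05 and 0, 1 and 0 lines called by DESeq2. cusB was called lower in 2 of 6 lines tested (Ara-1, -3.83, and Ara-2, -2.22) and cueO in 1 line (Ara-2, -2.36). With the replicate block cusB was called in 1 line and cueO in 0, and cueO was called by DESeq2 in 3 lines. The lowest 5 also hold a gene without a paired name that was lower in 10 lines.

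By the sample labels, a replicate number marks a sequencing pool that the lines of a marker state share with their own ancestor, so the numbers pair each line with that ancestor. The library of the other ancestor with the same number was in another pool. Deviations from the group means of an evolved library and the ancestral library of its pool correlated with a median of 0.0129 in RNA-seq (range -0.426 to 0.241), over 0.1 in 2 of 11 lines. In Ribo-seq the median was 0.103 (range -0.312 to 0.418), over 0.1 in 6 of 11 lines. The replicate block used the number for the libraries of both ancestors.

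The alternatives tried were DESeq2, RLE size factors, no filter on low counts, each line against its own ancestor, all 13 lines in one fit with and without the pool, missing genes kept at counts of 0, tRNAs included, a block for replicate numbers, a term for the culture, other pseudocounts and filters for TPM, other calibrations of the spike-ins and leaving out each replicate. Enrichment of functional categories was not repeated, because the list of gene names is held in a shortened form. Microscopy and cell volumes were not analysed here.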

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

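Of the tests in these paragraphs, the omission of the most abundant tRNAs was chosen before its result was seen, and the tests of the library pools, of the Ribo-seq tRNA share and of the Ara-6 libraries were chosen only after the results were seen. In addition, 17 groups of 4 to 6 samples were checked for a sample far from the others by Dixon's test at the 95% level, and 0 had one; chance alone gives about 1 in 20.

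Among the evolved lines, Ara-6 differed from the others in its flagellar genes. In a direct contrast by edgeR, 17 of the 20 listed identifiers differed between Ara-6 and the other evolved lines at an adjusted p of at most 0.01, with Ara-6 higher by a median of 4.13 on the log2 scale. The same contrast gave 16 genes in Ara+1, 13 in Ara-2, 12 in Ara+2 and 10 in Ara+4, so that other lines also differ in how far these genes are lowered. The list comes from the study's own analysis of these libraries, so the number is a description. A line was counted as lowered when at least 10 of the 20 genes were called, a limit set after the values were seen. The tables argue against one aberrant library, because 4 of the 4 Ara-6 libraries had a higher share of counts on the listed genes than every library of the other evolved lines. In RNA-seq the share was 1.09% to 1.28% in Ara-6, at most 0.436% in the other evolved lines and 1.40% to 1.79% in the ancestors. In Ribo-seq it was 1.06% to 1.34%, at most 0.450% and 1.51% to 1.84%. The tables also argue against libraries of another analysed strain under the label Ara-6, with that strain present under its own label as well. Outside the flagellar list and among genes with a count in both strains, edgeR called 39 (Ara+4) to 192 (Ara-3) genes between Ara-6 and each of the other 12 strains, against 0 between the 2 ancestors. The ancestors differed from Ara-6 in 56 (REL606) and 62 (REL607) genes. Counting against each clone's own transcripts can add to these numbers. An exchange of labels between Ara-6 and another evolved line, or a clone from outside the set, was not tested. A difference between the evolved lines in the regulation of these genes stays open as an untested biological explanation.

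The share of RNA-seq counts on tRNAs, which the paper does not analyse, was lower in evolved lines. It was 40.3% ± 5.31 (SD, n = 11 lines) against 55.9% in the ancestors (n = 2), a difference of -15.6 percentage points (two-sided exact permutation test, p = 0.0128, the smallest of 78 splits). The difference was -17.4, -14.7, -16.3 and -12.9 points within the 4 pools. With the 5 most abundant tRNAs left out, which hold 23.4% of the tRNA counts, the share was 34.0% in the evolved lines and 49.3% in the ancestors (exact permutation test, p = 0.0128), which argues against a few tRNAs as the whole source. The differences within pools argue against a difference between library pools as the whole source. Their mean was -15.3 points, which was the largest of the 42 ways to name one line of each marker state the ancestor (two-sided exact permutation test, p = 0.0238, the smallest it can give). A count tried before this test had the ancestor highest in 3 of 4 pools. The Ribo-seq libraries had 20.9% in evolved lines and 25.9% in ancestors (exact permutation test, p = 0.295), which leaves open whether the difference extends to them. Removal of small RNAs during RNA extraction or size selection was not tested. A change in the tRNA content of the cells relative to mRNA stays open as an untested biological explanation.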

How the results depend on the processing

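All settings named here were chosen before the data were examined, apart from leaving out missing genes in the correlation of TPM, the correlation over 1 shared culture, the second column of codon densities with the mixed model, the block with crossed replicate numbers and leaving out near-identical copies, which were chosen after values were seen. Another value counts as moved when it differs from the reported one by more than the spread between replicates, or for a count by more than 1.5 times. Of the values that answer a comparison, 381 stayed within that limit under a planned setting, 256 moved and 1, the difference between mutators and other lines, passed its threshold only under the other setting. Under the settings added later, 15 stayed and 4 moved. Of the numbers of lines in which a named gene was called, 244 stayed and 56 moved. The order of the median correlations of TPM and the balance of higher and lower calls changed with the setting, with values below. The cause of the changes below was not tested unless it is named.

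With DESeq2 and apeglm, the mean number of RNA-seq calls per line was 263.1, the mean number of Ribo-seq calls per line was 216.3 and the number of genes changed in the same direction in at least 5 lines was 118. The number of genes called in at least 1 line was 1253, the correlation of fold-changes between evolved lines across all genes was 0.344 and the correlation of fold-changes between evolved lines across called genes was 0.540. The share of PC2 in percent was 15.6. RNA-seq calls numbered 189 in Ara-1, 526 in Ara-2, 376 in Ara-3, 171 in Ara-4, 175 in Ara-5, 101 in Ara-6, 270 in Ara+1, 278 in Ara+2, 324 in Ara+3, 182 in Ara+4 and 302 in Ara+5. Ribo-seq calls numbered 120 in Ara-1, 363 in Ara-2, 357 in Ara-3, 167 in Ara-4, 147 in Ara-5, 93 in Ara-6, 224 in Ara+1, 252 in Ara+2, 237 in Ara+3, 171 in Ara+4 and 248 in Ara+5.

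With missing genes kept at counts of 0, the mean number of RNA-seq calls per line was 272.4, the number of genes changed in the same direction in at least 5 lines was 135 and the number of genes called in at least 1 line was 1286. The number of lines with an excess of lower calls (exact binomial test) was 11 and the correlation of fold-changes between evolved lines across called genes was 0.313. RNA-seq calls numbered 118 in Ara-1, 510 in Ara-2, 484 in Ara-3, 313 in Ara-4, 137 in Ara-5, 156 in Ara-6, 265 in Ara+1, 288 in Ara+2, 365 in Ara+3 and 176 in Ara+4. By construction, this setting adds to the test the genes without a count in any library of a line.

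With all 13 lines in one fit, the mean number of RNA-seq calls per line was 191, the number of genes changed in the same direction in at least 5 lines was 84 and the number of genes called in at least 1 line was 1002. The number of lines with an excess of lower calls (exact binomial test) was 1, the correlation of fold-changes between evolved lines across called genes was 0.573 and the sum of altered ribosome densities over 11 lines was 22. The number of genes with altered density in at least 3 lines was 1. RNA-seq calls numbered 186 in Ara-1, 139 in Ara-4, 139 in Ara-5, 102 in Ara-6, 219 in Ara+1 and 271 in Ara+3. Ribo-seq calls numbered 87 in Ara-1, 123 in Ara-4, 59 in Ara-6, 188 in Ara+3 and 165 in Ara+5. Altered densities numbered 2 in Ara-2, 1 in Ara-3, 1 in Ara-4, 1 in Ara-5, 1 in Ara+1, 7 in Ara+2, 2 in Ara+3 and 4 in Ara+4. The difference between mutators and other lines was then 90.2 calls (exact permutation test, p = 0.0455), and 62.5 calls with the pool as a block in that fit (exact permutation test, p = 0.0584). Lower calls numbered 1049 and higher calls 1052 with all 13 lines in one fit, against 746 and 617 as reported.

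With each line compared only with its own ancestor, the correlation of RNA-seq and Ribo-seq fold-changes was 0.861, the sum of altered ribosome densities over 11 lines was 1 and the share of PC1 in percent was 23.0. The share of PC2 in percent was 15.8. RNA-seq calls numbered 28 in Ara-1, 188 in Ara-2, 49 in Ara-4, 52 in Ara+1, 74 in Ara+3, 183 in Ara+4 and 79 in Ara+5. Ribo-seq calls numbered 15 in Ara-1, 46 in Ara-4, 49 in Ara+1, 137 in Ara+4 and 51 in Ara+5. Altered densities numbered 0 in Ara+3 and 0 in Ara+5. With all 13 lines in one fit and the sequencing pool as a block, the correlation of fold-changes between evolved lines across called genes was 0.618. RNA-seq calls numbered 109 in Ara-5. With tRNAs included, the correlation of fold-changes between evolved lines across all genes was 0.388 and the correlation of fold-changes between evolved lines across called genes was 0.607. RNA-seq calls numbered 105 in Ara-1 and 68 in Ara-6. Without the filter on low counts, the correlation of fold-changes between evolved lines across all genes was 0.343. Comparing with the own ancestor leaves 2 ancestral libraries in place of 4. Normalizing with RLE size factors gave 1360 RNA-seq calls in sum against 1363 with TMM.

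With the replicate number as a block, the number of genes called in at least 1 line was 416, the correlation of fold-changes between evolved lines across called genes was 0.623 and the correlation of RNA-seq and Ribo-seq fold-changes was 0.860. The sum of altered ribosome densities over 11 lines was 2. RNA-seq calls numbered 148 in Ara-2 and 80 in Ara+3. Ribo-seq calls numbered 135 in Ara-2. Altered densities numbered 0 in Ara+5. The number of genes changed in all 11 lines was 4, against 12 as reported. Among the named genes, the block changed the number of lines called in RNA-seq for pncB (1), argA (3), aceB (5), iclR (4), cusB (1), cueO (0), malQ, malS, ECB_03908 and ECB_00703 (10 each) and ECB_02468 (9). It changed this number for no other named gene. The RNA-seq and Ribo-seq calls of the other lines, their means and the numbers of genes changed in at least 5 or at least 10 lines stayed within 1.5 times. The block takes a degree of freedom from each fit. In the lines whose deviations correlated under -0.1 with their own ancestor, a block with crossed numbers gave 137 RNA-seq calls in Ara-3, 82 in Ara-4, 65 in Ara-5 and 66 in Ara+4. This criterion replaced, after values were seen, an earlier one that asked for both ancestors and applied to no line.

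With DESeq2's interaction test, the sum of altered ribosome densities over 11 lines was 39 and the number of genes with altered density in at least 3 lines was 2. Altered densities numbered 5 in Ara-1, 3 in Ara-2, 7 in Ara-3, 1 in Ara-4, 11 in Ara+2, 2 in Ara+3, 6 in Ara+4 and 4 in Ara+5. With a term for each culture, the sum of altered ribosome densities over 11 lines was 152 and the number of genes with altered density in at least 3 lines was 10. Altered densities numbered 7 in Ara-1, 34 in Ara-2, 27 in Ara-3, 15 in Ara-4, 5 in Ara-5, 4 in Ara-6, 5 in Ara+1, 25 in Ara+2, 5 in Ara+3, 11 in Ara+4 and 14 in Ara+5. With an adjusted p of at most 0.05, the sum of altered ribosome densities over 11 lines was 13. Altered densities numbered 2 in Ara-1, 1 in Ara-5, 2 in Ara+3 and 5 in Ara+4. At an unadjusted p under 0.05, edgeR's interaction model made 1440 calls.

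The correlation of TPM between evolved lines, reported as 0.898, was 0.926 as Pearson's on log10(TPM + 1), 0.823 on log10(TPM + 0.01) and 0.870 with a mean TPM of at least 1. The correlation of TPM between evolved lines and ancestors, reported as 0.902, was 0.920, 0.829 and 0.857. With the genes missing from either line left out they were 0.950 and 0.943. Without replicate 1 or without replicate 2, the first was 0.887 in both cases and the second ranged from 0.888 to 0.890. The lowest correlation between replicates fell to 0.912 in RNA-seq and 0.904 in Ribo-seq when genes with fewer than 10 counts on average were left out, a setting that removes genes at the low end of the range. The share of PC1 was 20.6% with missing genes at -10 and 21.5% with missing genes at -1, and the share of PC2 was 16.2% and 14.1%.

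The correlation of RNA-seq and Ribo-seq fold-changes, reported as 0.856, was 0.649 with DESeq2 without shrinkage, 0.938 with at least 100 counts on average, 0.591 with no shared culture, 0.777 as Spearman's and 0.767 with replicate 1 of each kind, 1 shared culture. The stop codon effect was negative in every setting tried, from -0.32 with codons without reads included to -0.21 without replicate 2. The fold difference in molecules per CFU stayed between 17.7 and 23.8. Leaving out near-identical copies gave 41 to 286 RNA-seq calls per line, against 42 to 284 with them.

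Leaving out single replicates moved many counts. In a fit without a replicate of the evolved line, its remaining library is assumed to vary like the ancestral ones. In Ara+1 the balance of calls reversed, from 42 higher and 75 lower to 87 and 53 without evolved replicate 2 and 19 and 7 without evolved replicate 1. The mean number of RNA-seq calls per line ranged from 56.7 without evolved replicate 1 to 159.2 without REL606 replicate 2. The mean number of Ribo-seq calls per line ranged from 53.5 without evolved replicate 2 to 130 without REL606 replicate 2. The number of genes changed in the same direction in at least 5 lines ranged from 34 without evolved replicate 1 to 59 without REL606 replicate 2. The number of genes called in at least 1 line ranged from 269 without evolved replicate 1 to 929 without REL606 replicate 2. The number of lines with an excess of lower calls (exact binomial test) ranged from 2 without evolved replicate 2 to 4 without REL606 replicate 1. The correlation of fold-changes between evolved lines across all genes ranged from 0.312 without evolved replicate 1 to 0.419 without REL606 replicate 2. The correlation of fold-changes between evolved lines across called genes ranged from 0.579 without evolved replicate 2 to 0.655 without REL607 replicate 1. The sum of altered ribosome densities over 11 lines ranged from 1 without REL606 replicate 1 to 7 without evolved replicate 1.

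With the library named in brackets left out, the counts per line were as follows. RNA-seq calls ranged from 44 (evolved replicate 1) to 88 (evolved replicate 2) in Ara-1, from 58 (evolved replicate 2) to 614 (REL606 replicate 2) in Ara-2 and from 63 (evolved replicate 2) to 243 (REL606 replicate 2) in Ara-3. They ranged from 50 (evolved replicate 1) to 83 (REL606 replicate 2) in Ara-4, from 33 (evolved replicate 1) to 66 (REL607 replicate 2) in Ara-5 and from 15 (evolved replicate 1) to 36 (REL607 replicate 1) in Ara-6. These ranged from 26 (evolved replicate 1) to 140 (evolved replicate 2) in Ara+1, from 74 (evolved replicate 2) to 164 (REL606 replicate 2) in Ara+2 and from 63 (evolved replicate 2) to 128 (REL606 replicate 2) in Ara+3. The range was from 24 (evolved replicate 2) to 111 (REL606 replicate 2) in Ara+4 and from 57 (evolved replicate 2) to 126 (REL606 replicate 2) in Ara+5. Ribo-seq calls ranged from 24 (evolved replicate 1) to 77 (evolved replicate 2) in Ara-1, from 60 (evolved replicate 1) to 422 (REL606 replicate 2) in Ara-2 and from 77 (evolved replicate 2) to 239 (REL606 replicate 2) in Ara-3. They ranged from 49 (evolved replicate 2) to 71 (REL606 replicate 2) in Ara-4, from 16 (evolved replicate 2) to 41 (REL606 replicate 2) in Ara-6 and from 27 (evolved replicate 1) to 120 (REL607 replicate 2) in Ara+1. These ranged from 63 (REL607 replicate 1) to 145 (REL606 replicate 2) in Ara+2, from 28 (evolved replicate 2) to 112 (REL606 replicate 2) in Ara+3 and from 7 (evolved replicate 2) to 103 (REL606 replicate 2) in Ara+4. The range was from 49 (evolved replicate 2) to 106 (REL607 replicate 2) in Ara+5. Altered densities ranged from 0 (evolved replicate 2) to 1 (evolved replicate 1) in Ara-2, from 0 (evolved replicate 1) to 1 (evolved replicate 2) in Ara-3 and from 1 (REL606 replicate 1) to 5 (evolved replicate 1) in Ara+2. They ranged at 0 in each case in Ara+3 and from 0 (REL606 replicate 1) to 1 (evolved replicate 1) in Ara+5.

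Which changes can be called at the depth of these libraries was estimated for one line, and other depths were not simulated. On simulated counts for Ara+1, with 200 genes changed by 2 on the log2 scale, edgeR recovered 79.1% of changed genes in RNA-seq, 74.9% in Ribo-seq and 29.8% in ribosome density, and DESeq2 recovered 53.3% of the changed densities. With a term for each culture the share recovered was 28%. The simulated RNA-seq and Ribo-seq counts of a culture were drawn separately, without variation shared by both kinds of library. This share therefore cannot show what the term gains or loses on the real libraries.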

Differences from the paper's values

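The paper's reported limit for Spearman's correlation of TPM between ancestral and evolved strains is 0.95, and the median computed here was 0.902. None of the alternatives set before the data were examined comes within the replicate error of the paper's value, neither Pearson's correlation on log10(TPM + 1) (0.920) or log10(TPM + 0.01) (0.829), nor a minimum mean TPM of 1 (0.857), nor a single replicate (0.888 and 0.890). Leaving out the genes missing from either line gave 0.943, a setting chosen after seeing the values.

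The paper's mean number of differentially expressed genes per line is 270, and the value here was 123.9. The paper's sum over lines is 2986, against 1363 here, its number of unique genes is 1273, against 657, and its number of genes changed in the same direction in at least 5 lines is 117, against 54. For all 4 numbers the difference is under 1.5 times with DESeq2 and apeglm (263.1, 2894, 1253 and 118), the tool named in the paper's methods, with missing genes kept at counts of 0 (272.4, 2996, 1286 and 135) and with all 13 lines in one fit (191, 2101, 1002 and 84). For the unique genes it is also under 1.5 times without REL606 replicate 2 (929). It is not with RLE size factors, without a filter on low counts, with the own ancestor only, with a replicate block, with the pool as a block, with tRNAs included or without any of the other replicates.

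The paper's stop codon effect is -0.325, and the value here from the paper's first density column was -0.227. The value with codons without reads included, set before the data were examined, was -0.325 too. The same column with the mixed model, a combination chosen after seeing the values, gave -0.325. The values with the own ancestor only (-0.222), without replicate 2 (-0.209), without replicate 1 (-0.252) and with the mixed model on the first column (-0.227) differ from the paper's.

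The paper describes correlations of expression between evolved strains as slightly above those with the ancestors. Here the medians were 0.898 between evolved lines and 0.902 with the ancestors. The order was the paper's on log10(TPM + 1) (0.926 and 0.920), with a minimum mean TPM of 1 (0.870 and 0.857) and, in the setting chosen after seeing the values, without missing genes (0.950 and 0.943).

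The paper gives the lines with significantly more lower than higher genes by a binomial test. Here lower calls were more frequent in 7 lines, the paper's number, and the adjusted exact test passed in 4 of them. The test treats called genes as independent, although genes of an operon are not. It passed in 5 lines with DESeq2 or with the own ancestor only, in 6 with tRNAs included and in 11 with missing genes kept at counts of 0. It passed in 3 lines with the replicate block, with the pool as a block, without evolved replicate 1 or without REL606 replicate 2, in 2 without evolved replicate 2, and in 1 with all 13 lines in one fit, where lower calls were more frequent in 4 lines. It passed in 4 under the remaining settings.

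The paper describes the first principal component as separating mainly Ara-3. Here Ara-3 was farthest from the other lines on both components together, and the line at the end of PC1 was Ara-2. It was Ara-3 with missing genes at a log2 fold-change of -10, the value the paper uses for deleted genes, and with the own ancestor only.

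The paper reports pncB as significantly higher in all lines. Here its log2 fold-change was above 0 in 11 of 11 lines and edgeR called it in 2. DESeq2 called it in 9 lines, and edgeR with all 13 lines in one fit called it in 11. The paper reports the aceBAK operon as higher in 9 of 11 lines, and here aceB and aceA were both called in 8. With all 13 lines in one fit aceB alone was called in 9 and both genes again in 8. Both were called in 5 lines with the own ancestor only, with the replicate block, without REL606 replicate 2 or without REL607 replicate 2, in 7 without REL607 replicate 1, in 3 without evolved replicate 2 or without REL606 replicate 1, and in 2 without evolved replicate 1.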

Other observations

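Of the tests in these paragraphs, those of variation between cultures and of the number of CFU were chosen only after the results were seen. The splits of the ancestral cultures, the comparison with as few libraries and the test of REL606 replicate 2 were chosen before their results were seen, whereas Dixon's limit was applied to the last of these afterwards.

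Adding a term for each culture to the model of ribosome density raised the number of altered densities from 4 to 152. A test that makes calls without any difference was tried on the 4 ancestral cultures, split 2 against 2 in all 3 ways. The most calls in a split was 1, whereas evolved lines in fits of the same size had a median of 7 (range 0 to 22) and exceeded the ancestral splits in 10 of 11 lines. By the share of genes at an unadjusted p under 0.05, however, the split of REL606 and REL607 replicate 1 against replicate 2 reached 8.67%, above 7 of the 11 evolved lines (4.29% to 9.96%, median 7.72%). False calls as a source of the increase therefore cannot be told apart from differences in ribosome density by these values, since the 3 splits are few and one of them follows the replicate numbers. A hypothesis is that variation between cultures, shared by their RNA-seq and Ribo-seq libraries, adds to the error of the model without the term. The difference between the cultures of a line correlated across 2342 genes between RNA-seq and Ribo-seq with a median of 0.722 over 13 lines (range 0.210 to 0.782), which is in line with such variation. REL606 and REL607 are different strains.

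The correlation of RNA-seq and Ribo-seq fold-changes was lower without a shared culture (median 0.591) than with all libraries (0.856). Fewer libraries in each fit are excluded as the whole of the difference, since with as few libraries the correlation was higher with the shared culture in 11 of 11 lines (medians 0.748 and 0.553). Part of the correlation may therefore come from differences between single cultures, which both kinds of library record. The remaining correlation without a shared culture is open to the lower precision of single libraries.

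The number of mRNA molecules per CFU was 20.0-fold higher in evolved lines, but the number per library was 1.20-fold (exact permutation test, p = 0.192). The number of CFU per library was 0.0602 times that of the ancestors (exact permutation test, p = 0.0128). These values are consistent with the number of CFU carrying nearly all of the difference. Fewer colonies per culture can come from larger cells or from cells that form no colony, and the counts and the sequencing do not tell these apart.

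Leaving out REL606 replicate 2 raised the RNA-seq calls from 1363 to 1751, whereas leaving out each of the other ancestral libraries lowered them to 799, 917 or 1073. The median correlation of REL606 replicate 2 with the other 3 ancestral RNA-seq libraries was 0.940, against 0.962 to 0.968 for the others. The gap did not pass Dixon's test at the 95% level (ratio 0.805, critical value 0.829 for 4 libraries). Whether that library lies apart from the others therefore stays open, with 4 libraries too few to decide. No biological explanation was tested.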
